# Global gene regulatory network underlying *miR165a* in Arabidopsis shoot apical meristem

**DOI:** 10.1038/s41598-023-49093-2

**Published:** 2023-12-14

**Authors:** Sonali Sinha, Sudeep Sahadevan, Carolyn Ohno, Hasthi Ram, Marcus G. Heisler

**Keywords:** Functional genomics, Gene expression profiling

## Abstract

Arabidopsis *microRNA165a (miR165a)* targets *Class III Homeodomain Leucine-Zipper (HD-ZIPIII)* transcription factors to regulate various aspects of plant development and stress response. Over-expression of *miR165a* mimics the loss-of-function phenotype of *HD-ZIPIII* genes and leading to ectopic organ formation, shoot apical meristem (SAM) termination, loss of leaf polarity, and defective vasculature development. However, the molecular mechanisms underlying these phenotypes remain unresolved. Here, we over-expressed *miR165a* in a dexamethasone inducible manner and identified differentially expressed genes in the SAM through RNA-Seq. Simultaneously, using multi-channel FACS combined with RNA-Seq approach, we characterized global transcriptome patterns in *miR165a* expressing cell-types compared to *HD-ZIPIII* expressing cell-types and other cell-types in SAM. By integrating our results we identified sets of genes which are up-regulated by miR165a as well have enriched expression in miR165a cell-types, and vice-versa. Known plant development related genes such as *HD-ZIPIII* and their targets *LITTLE ZIPPERs, Like AUXIN RESISTANT 2, BEL1-like homeodomain 6, ROTUNDIFOLIA like 16* were found to be down-regulated. Among the up-regulated genes, *GIBBERELLIN 2-OXIDASEs*, various elemental transporters (*YSL3, ZIFL1, SULTR*), and other transporter genes were prominent. Thus, the genes identified in this study help to unravel the molecular mechanism of *miR165a* and *HD-ZIPIII* regulated plant development and stress response.

## Introduction

In higher plants, such as Arabidopsis, adaxial-abaxial and radial (central-peripheral) polarity commence during the embryogenesis and it continue throughout the plant's lifespan. Many decades of past research has identified a plethora of genetic factors contributing to the organ polarity in embryo, Shoot Apical Meristem (SAM) and leaves. Among these genetic factors, the roles of *microRNA (miR) 165* and *miR166*, and *Class III* Homeodomain Leucine Zipper (HD-ZIPIII) have been very well established. These miRNAs express in the peripheral part of the SAM and at the abaxial side of leaves and target the transcripts of *HD-ZIPIII* genes, thereby restricting their expression in the central part of the SAM and at the adaxial side of leaves^1–5^. Knock-down of *miR165/166* through STTM (small tandem target mimic) approach causes up-regulation of *HD-ZIPIII* genes and pleotropic effects on plant development^6^. Conversely, over-expression of *miR165/166* results in reduced transcripts of *HD-ZIPIII* genes and phenotypes similar to loss-of-function mutant phenotypes of *HD-ZIPIII* genes, such as loss of polarity, loss of SAM and defective vascular tissues^7–9^. In addition to plant development, an additional role of *miR165/166* and *HD-ZIPIII* genes has also been discovered in drought stress and cold stress^10,11^. The PHB directly binds to the promoters of the *ABI4* and *BG1* promoters, which in turn regulates the ABA levels^10^. Recently, the role of *miR165/166-PHB* has also been shown in the heat stress and thermotolerance, where PHB directly represses the expression of heat stress transcription factors (*HSFA1s*), which globally regulate heat stress regulated genes^11^. This indicates that *miR165/166* and *HD-ZIPIII* genes together work in biological processes other than plant development. Thus, given the diverse role of *miR165/166* and their target genes, it is crucial to understand their downstream molecular mechanisms.

Earlier, transcriptomics studies were used to understand the global gene regulatory network downstream of an important *HD-ZIPIII* gene, *REVOLUTA (REV)*, after its ectopic over-expression in leaves and SAM^12,13^. However, these studies mainly explored the regulatory mechanism downstream of only *REV*, and fell short of identifying the complete gene regulatory network underlying *miR165/166* and complete set of *HD-ZIPIII* genes. A previous study performed global gene expression analysis through microarray after constitutive over-expression of *miR165a* on one-week-old seedling tissues and found genes involved in auxin signalling and vasculature development were affected^9^. However due to the nature of the experiments where *miR165a* was constitutively over-expressed, resulting in very strong developmental defects, it is likely that the identified genes were more reflective of phenotype differences between wild-type and transgenic lines, rather than immediate target genes.

To explore the function of *HD-ZIPIII* genes in SAM, earlier we had previously performed cell-type profiling to identify *REV* and *KANADI (KAN)* cell-type expressed genes, as well as identified *miR165a* and *REV* regulated genes after over-expressing *miR165a* (*pAtUBQ10*>>*miR165a*) and *REV (pAtML1*>>*REVr)*^12^. However, number of Differentially Expressed genes (DEGs) identified after over-expression of *miR165a* was much lower, compared with DEGs identified after epidermal REV expression. Secondly, the previous study didn’t identify *miR165a* cell-type expressed genes. To overcome these drawbacks, here in this study, using multi-colour FACS approach, we compared the gene expression profile in *miR165a* cells with *REV* expressing cells and other cell-types. Furthermore, we again identified *miR165a* regulated genes after over-expressing miR165a in SAM tissue. Integration of both sets of the data helped to identify the genes that are up/down-regulated after *miR165a* induction as well as have enriched/depleted expression in *miR165a* cells.

## Results

### Identification of *miR165a* regulated genes in Arabidopsis SAM

Expression of the *HD-ZIPIII* genes is repressed by *miR165/166* on the abaxial side of the leaf as well as on the periphery of the SAM. To further investigate the role of miRNA in SAM patterning, we aimed to identify miRNA165a regulated genes through RNA-Seq approach. For this purpose, we utilized a two-component dexamethasone inducible system to overexpress *miR165a*. Two expression cassettes, namely (1) *GR-LhG4* fusion protein^14^ driven by the Arabidopsis *UBIQUITIN 10 (AtUBQ10)* promoter (*pAtUBQ10*::*GR-LhG4*), and (2) the corresponding operator sequence (6x) of the LhG4 transcription factor placed upstream of *miR165a (p6xOp::miR165a)*, were placed on the same T-DNA (*pAtUBQ10*>>*miR165a*) (Fig. 1A). For control experiments, the *GR-LhG4* expression cassette alone (*pAtUBQ10*::*GR-LhG4* ) was also cloned into the T-DNA vector without the miR165a expression cassette. Both these DNA constructs were transformed separately into Arabidopsis *apetala1****-****1 cauliflower1****-****1* (*ap1cal)* mutants in order to enable bulk harvesting of meristematic tissue^15^. This system resulted in very high expression of *miR165a* upon dexamethasone (Dex) induction (Fig. 1E) and the formation of terminal outgrowths from the meristems (Fig. 1B). 

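Shoot apical meristems of 3 Arabidopsis lines were compared by RNA-Seq after treatment with dexamethasone. All lines carry the ap1 cal mutations, which replace flowers by masses of meristems. In the pAtUBQ10>>miR165a line, the activator GR-LhG4 enters the nucleus with dexamethasone and switches on a miR165a transgene. The pAtUBQ10::GR-LhG4 line has the activator without that transgene, and ap1cal has neither. Meristems were treated once with 10 µM dexamethasone in 0.015% Silwet L-77 and taken after 4, 8, 12 or 16 h, with 3 biological replicates for each line and time point and 36 libraries in all. For the growth of the plants, the paper's methods give continuous light and the sample labels give long days. Polyadenylated RNA was made into stranded libraries with the TruSeq kit. The authors checked reads with FastQC, trimmed them with cutadapt, aligned them to TAIR10 with TopHat, counted them over exons with HTSeq and compared the lines within each time point with DESeq2. The values used here come from the authors' deposited tables of these comparisons, which give a mean normalized count over the libraries, a log2 fold change with its standard error, a Wald statistic and p-values. They list only genes past the authors' thresholds, 446 distinct genes over 12 tables, all of which matched a locus in the reference annotation. Values per library are not in these tables, so neither the depth of a library nor the spread between replicates can be given. The largest adjusted p in the tables was 4.78e-06, so the fold threshold decided which genes are listed. The largest standard error was 0.183 on the log2 scale, and it was no larger for the 14 genes with a mean normalized count under 10, which is less than counts so low allow without shrinkage, so the folds are read as already drawn toward 0. Where a gene was listed in all 3 comparisons at a time point (17 cases), the fold against GR-LhG4 equalled the difference of the folds against ap1cal to within 1.07e-14. A missing comparison was therefore calculated wherever the other two were listed.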

For RNA-Seq experiments, Dex treatment was done on SAMs of *pAtUBQ10*>>*miR165a ap1cal, pAtUBQ10*::*GR-LhG4 ap1cal* and *ap1cal* lines for 4 h, 8 h, 12 h and 16 h time-points, after which, SAM tissues were harvested.

**Figure 1:**
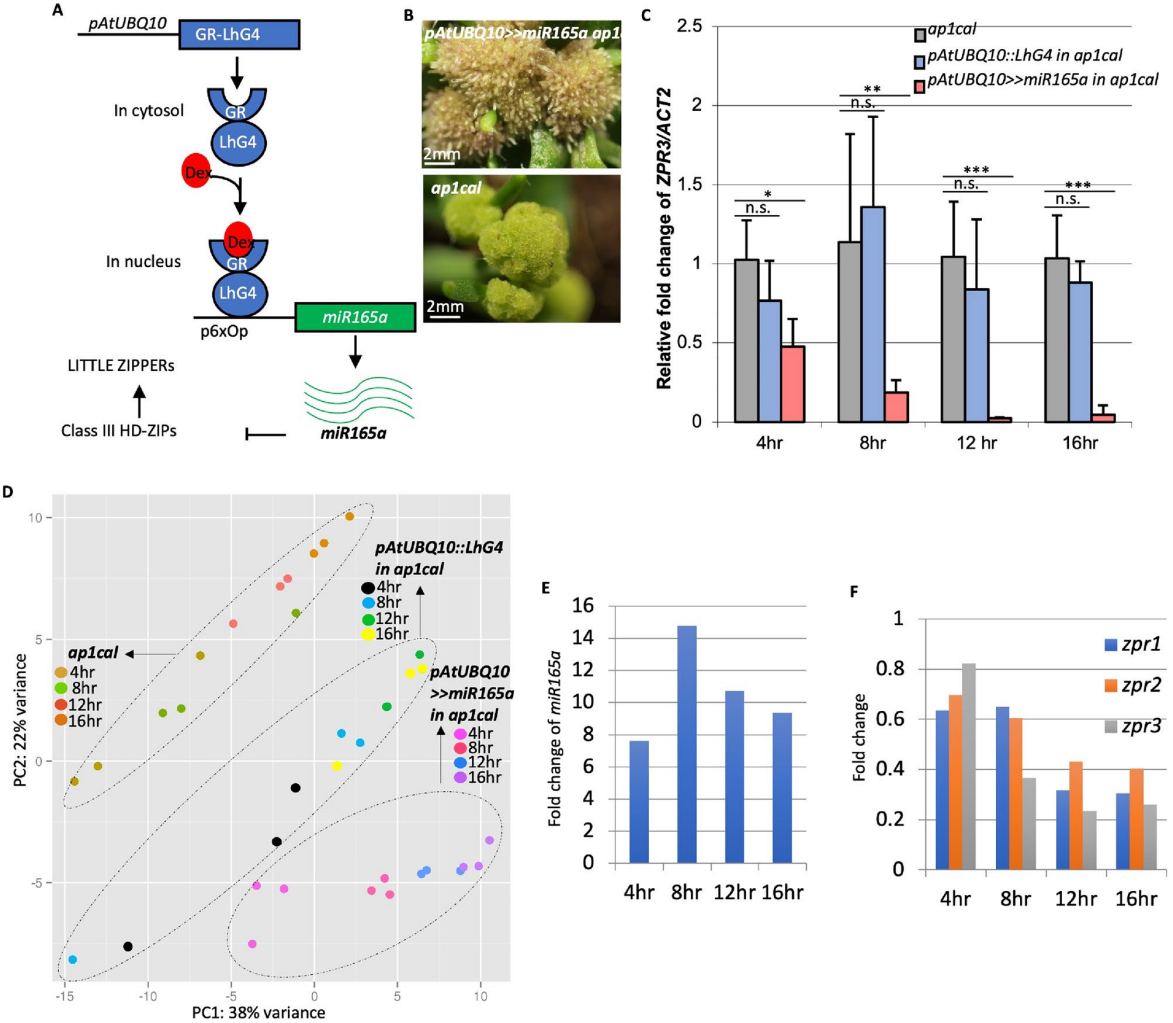
GR-LhG4 based RNA-Seq experiments successfully capture the global gene expression changes after *miR165a* induction. (**A**) Schematic of GR-LhG4 system used for Dex mediated induction of *miR165a*. (**B**) Phenotype of *ap1cal* meristems with (top picture) or without (bottom picture) induction of *pAtUBQ10*>>*miR165a* for 7 days. (**C**) Q-PCR analysis of *ZPR3* transcript after induction of *pAtUBQ10*>>*miR165a* or *pAtUBQ10::GR-LhG4* transgenes in *ap1cal* meristems. Asterisk indicates p-values, where *p-value < 0.05, **p-value < 0.01, ***p-value < 0.001. (**D**) Principal Component Analysis of RNA-Seq data. (**E**,**F**) Transcript levels of *miR165a* (**E**) and *ZPR1, ZPR2, ZPR3* (**F**) in *pAtUBQ10*>>*miR165a* line in comparison to *pAtUBQ10::GR-LhG4* in RNA-Seq data.

Q-PCR analysis of *ZPR3* (target gene of class III HD-ZIPs) transcript revealed reduced levels in the *pAtUBQ10*>>*miR165a* line after induction indicating successful knock-down of class III HD-ZIP function (Fig. 1C). Principal Component (PC) analysis of RNA-Seq data revealed close clustering of biological replicates and different time-points separately for of each of the three lines (Fig. 1D). For the identification of Differentially Expressed Genes (DEGs), a criterion for log2 fold change (FC) > 1 and p-value < 0.05 was applied (Table 1).

**Table 1:** Number of differentially expressed genes in different comparisons after over-expression of *miR165a* and *LhG4*.

	*pAtUBQ10*>>*mir165a* in *ap1cal v*s. *pAtUB Q10::LhG4* in* ap1cal*		*pAtUBQ10*>>*mir165a* in *ap1cal v*s.* ap1cal*		*pAtUBQ10::LhG4* in *ap1cal v*s.* ap1cal*	
	Up	Down	Up	Down	Up	Down
4 h	9	29	68	21	55	1
8 h	59	31	100	35	41	1
12 h	54	68	129	40	84	6
16 h	46	68	171	63	63	0

Log2FC > 1 and adjusted p-value < 0.05 were used as a criteria for DEG consideration.

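The miR165a line differed from the GR-LhG4 line in 245 distinct genes over the 4 time points, 123 higher and 122 lower. The largest rises belonged to SADHU3-2, a retroposon locus (AT3G42658), and to the MIR165A locus itself, and GA3OX1, a gibberellin 3-oxidase (AT1G15550), was next at 16 h. DAA1 (AT1G64110), a P-loop NTPase gene, at 8 h and AT3G26960, a pollen allergen-like gene, at 12 h were also among the 5 largest rises. The largest drops belonged to AT3G43350 and AT3G29644, which the reference annotation holds as a pseudogene and a long non-coding RNA. Against ap1cal the miR165a line differed in 310 genes, with AT5G67460, AT1G80280, AT4G14819 and AT3G19430 among the 5 largest rises at 1 time point each, and GR-LhG4 alone differed from ap1cal in 113. How many calls against GR-LhG4 were also called in the same direction against ap1cal varied by time point. At 8 h this held for 25 of 59 genes up (42.4%) and 20 of 31 genes down (64.5%). At 16 h it held for 38 of 46 genes up (82.6%) and 43 of 68 genes down (63.2%). At 12 h it held for 34 of 54 genes up (63.0%) and 21 of 68 genes down (30.9%). The 12 h list of lower genes holds 11 that were called higher in GR-LhG4 than in ap1cal, among them the cytokinin oxidase gene CKX5 (AT1G75450) and the hypoxia regulator HRA1 (AT3G10040). Of the 12 h list of higher genes, the homeobox genes BLH5 (AT2G27220) and HB40 (AT4G36740) and the pseudogene AT1G45120 were lower in GR-LhG4 than in ap1cal. The comparisons share libraries at each time point, so these overlaps are counts and carry no test.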

It was observed that LhG4 also regulates a relatively small number of genes most of which are up-regulated, consistent with the role of LhG4 as a transcriptional activator. Therefore to identify miR165a regulated genes, further analysis was focused on the differentially expressed genes (DEGs) specific to the *pAtUBQ10*>>*miR165a* line in comparison to *pAtUBQ10*::*GR-LhG4.* Surprisingly, among the five class *III HD-ZIP* genes, transcript levels of only *ATHB8* (only at 4 h) and *ATHB15* (at all time points) were found to be significantly reduced in the *pAtUBQ10*>>*miR165a* line, whereas no changes in transcript levels of *REV*, *PHB* and *PHV* were observed (Supp Table 1). 

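GR-LhG4 without the miR165a transgene raised far more genes than it lowered. AST91, a sulfate transporter gene (AT1G23090), showed the largest rise at each time point, with log2 fold changes of 3.59, 3.48, 4.06 and 4.25 at 4, 8, 12 and 16 h in the authors' deposited table. Other strong rises were in the hexose transporter gene STP1 (AT1G11260), the expansin gene EXPA2 (AT5G05290), the alpha dioxygenase gene ALPHA DOX2 (AT1G73680) and the pectin lyase-like gene AT3G61490. AT5G26290, a TRAF-like gene, AT3G05640, a protein phosphatase 2C gene, and AT5G65130, of the DREB family, were also among the 5 largest at 1 or more time points. PUM11, a Pumilio RNA-binding protein gene (AT4G08840), went from 1.21 at 4 h to 2.87 at 16 h in that table. In all, 36 genes were up at all 4 time points, and 106 at 1 or more. The single genes down at 4 and 8 h were AT1G45120 and AT2G32870, and HB40 and BLH5 had the largest drops at 12 h. The share of calls that were up was 98.2%, 97.6%, 93.3% and 100.0% at 4, 8, 12 and 16 h. Against equal shares of up and down, two-sided exact binomial tests gave adjusted p = 2.11e-15, 1.96e-11, 2.16e-18 and 8.67e-19. Genes that respond to 1 activator are not independent, so these p-values describe the lists. Up-calls shared with the miR165a line against ap1cal numbered 42, 38, 50 and 57 at the 4 time points. With calls placed at random among the 27562 annotated protein-coding genes, 0.136, 0.149, 0.393 and 0.391 would be shared. Both comparisons use the same ap1cal libraries, and in simulations with no line changed but controls shared, lists as long had 4.31, 4.63, 9.58 and 9.29 genes in common on average. In these simulations a mean of 0.000625 genes passed a log2 fold change of 1, so the simulated lists hold folds that would not be called. They therefore do not show how many calls the shared controls add. Between different time points, which have no library in common, 38.0 to 47.7 up-calls on average were also shared. No down-call was shared.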

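MIR165A rose strongly in the induced line and 2 of the 5 HD-ZIPIII genes, which encode the adaxial transcription factors that miR165 and miR166 target, fell. MIR165A (AT1G01183, chromosome 1 of TAIR10, 78927 to 79037) had log2 fold changes of 3.28, 4.27, 3.83 and 3.59 against GR-LhG4 in the authors' deposited table, or 9.69-fold at 4 h and 19.2-fold at 8 h. The rise from 4 to 8 h, 0.99 on the log2 scale, was larger than its error (standard error 0.245, adjusted p = 0.00609 from a two-sided Wald test on the authors' standard errors). None of the other 8 miR165/166 precursor genes was listed. ATHB15 (AT1G52150), which acts in vascular development, fell by 1.36, 1.23, 1.38 and 1.54 at 4, 8, 12 and 16 h in the same table, and the difference of 16 h from 8 h was -0.31 (adjusted p = 0.00766, two-sided Wald test). ATHB8 (AT4G32880), a marker of procambium, fell by 1.13 at 4 h and by 1.04 against ap1cal. The drop of ATHB15 was not shared by the activator line, since its calculated fold of GR-LhG4 over ap1cal lay between -0.17 and 0.04 at the 4 time points. REV, PHB and PHV were listed in none of the 12 tables, so each missed a threshold there and the size of any change in them is not known. Reads of the transgene and of the native MIR165A locus cannot be separated in these counts.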

Using Q-PCR approach, an earlier study has shown that all the five class III-HDZIPs are targeted by miR165a^9^, thus it seems that due to technical artifact *REV, PHB* and *PHV* were not identified as DEG. As miRNAs repress their target genes through either cleavage of target transcript or inhibition of translation of target transcript^16,17^, thus it may be possible that in addition to transcript cleavage the *REV*, *PHB* and *PHV* are also inhibited translationally. Consistent with this, *LITTLE ZIPPER (ZPR)1, ZPR2* and *ZPR3*, which are positively regulated by REV, PHB and PHV^18^, were down-regulated after *miR165a* induction (Fig. 1F).

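The LITTLE ZIPPER genes encode small leucine-zipper proteins that bind HD-ZIPIII factors. Of the 4 family members ZPR1 (AT2G45450), ZPR2 (AT3G60890) and ZPR3 (AT3G52770) fell in the miR165a line, and ZPR4 was not listed. In the authors' deposited table, ZPR1 fell by 1.71 at 12 h and 1.72 at 16 h, and ZPR2 fell by 1.24 at 12 h. ZPR3 fell by 2.09 at 12 h and fell by 1.90 at 16 h, the most of the family against GR-LhG4. Against ap1cal at 12 h ZPR1 fell by 2.14 and ZPR3 by 2.11. Neither family had a member listed in GR-LhG4 against ap1cal, so the 7 calls of ZPR genes and 5 of HD-ZIPIII genes did not come from a change in the control line past the threshold. ZPR1, ZPR2 and ZPR3 have mean normalized counts of 55.6, 38.0 and 46.4, and leaving out genes with a mean under 50 removes ZPR2 and ZPR3. The paper holds a technical artifact to be the likely reason that REV, PHB and PHV were not called. It proposes as a possibility that their translation is inhibited besides cleavage, and reads the lower ZPR transcripts in that light.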

### Functional annotations of *miR165a* regulated genes

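Most genes that differed between the miR165a and GR-LhG4 lines were called at a single time point. Of the 245 genes, 174 (71.0%) were called at 1 time point, 41 at 2, 12 at 3 and 18 at all 4. The genes called at 1 time point were 10 at 4 h, 50 at 8 h, 59 at 12 h and 55 at 16 h. By count the late time points shared most, with 34 genes down and 21 up at both 12 and 16 h, and their lists are longer. As a share of the genes down at either time point, 4 and 8 h had 36.4% in common and 12 and 16 h 33.3%. For genes up the shares were 13.3% for 4 and 8 h and 26.6% for 12 and 16 h. Beyond the genes called throughout, this late group held ZPR1, ZPR2, the auxin influx carrier gene LAX2 (AT2G21050), the BEL1-like gene BLH6 (AT4G34610) and the fasciclin-like gene FLA12 (AT5G60490) on the lower side. On the higher side it held the phosphate exporter gene PHO1 (AT3G23430), the MADS-box gene AGL71 (AT5G51870), MYB3 and AHL18. Between 4 and 8 h 8 genes up and 16 down were shared, among them AAO2 up and the geranylgeranyl diphosphate synthase gene GGPS6 down. A gene just under a log2 fold change of 1 at a time point is counted as absent there, so the counts understate how many genes moved alike.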

By analysing the overlap of DEGs at different time points, we identified sets of genes differentially expressed at individual time-points as well as genes differentially expressed across multiple time-points (Fig. 2A). Among all DEGs, six genes were up-regulated and 12 genes were down-regulated at all the time-points (Fig. 2A, Table 2).

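The 18 genes called at all 4 time points are in large part not protein-coding. By the reference annotation 9 are pseudogenes or RNA genes: MIR165A, SADHU3-2, AT1G45120, AT2G46730, AT3G23085, AT3G29642, AT3G29644, AT3G30700 and AT3G43350. Among the other 227 called genes this was so for 7 (3.08%), against 50.0% here (odds ratio 31.4, two-sided Fisher's exact test, p = 5.75e-08). The protein-coding ones are ATHB15, BGAL5, the kinase gene IRE3 (AT1G48490), the ABC transporter gene ABCC2 (AT2G34660), the pseudouridine synthase gene AT3G43340, the CCCH zinc finger gene AT3G51180, and AT1G53260, AT3G44690 and AT5G37400, called hypothetical in the paper. SADHU3-2 had a log2 fold change of 5.49 at 4 h and 5.33 at 16 h, and IRE3 fell by 2.27 and 2.19, in the authors' deposited table. On TAIR10, whose nuclear chromosomes are the same in the reference used (chromosome 1, 30427671 bp), 9 of the 18 lie on chromosome 3 between 8.21 and 19.0 Mb and 6 on chromosome 1. Starts within 100 kb of each other occurred in 3 pairs, all of adjacent genes: AT1G45120 with BGAL5, AT3G29642 with AT3G29644, and AT3G43340 with AT3G43350. In 10000 random draws of 18 genes from the 245, the mean was 0.324 pairs (one-sided permutation p = 0.0048). With starts within 500 kb the excess did not pass the test (4 pairs, permutation p = 0.0572). Among protein-coding genes alone no pair was left. AT3G29642 and AT3G29644 overlap on opposite strands, and the strand setting of the read counting is not stated in the paper's text, so their values may share reads. Against ap1cal, 14 of the 18 were also called in the same direction at all 4 time points, and AT1G45120 and BGAL5 at none.

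**Figure D1:**
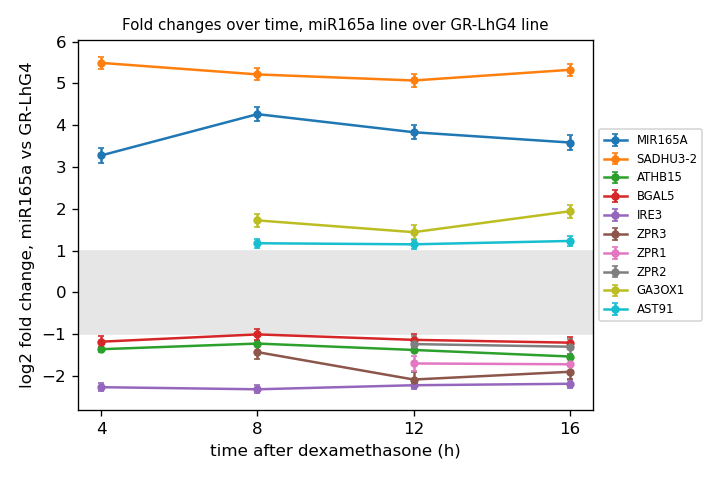
Log2 fold change of the miR165a line over the GR-LhG4 line (vertical axis) against time after dexamethasone in h (horizontal axis), from the authors' deposited tables. Points are the listed values with the authors' standard errors, and the grey band marks folds under the listing threshold. SADHU3-2 lies between 5.07 and 5.49 and IRE3 between -2.32 and -2.19, and ZPR3 is listed from 8 h.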

**Figure 2:**
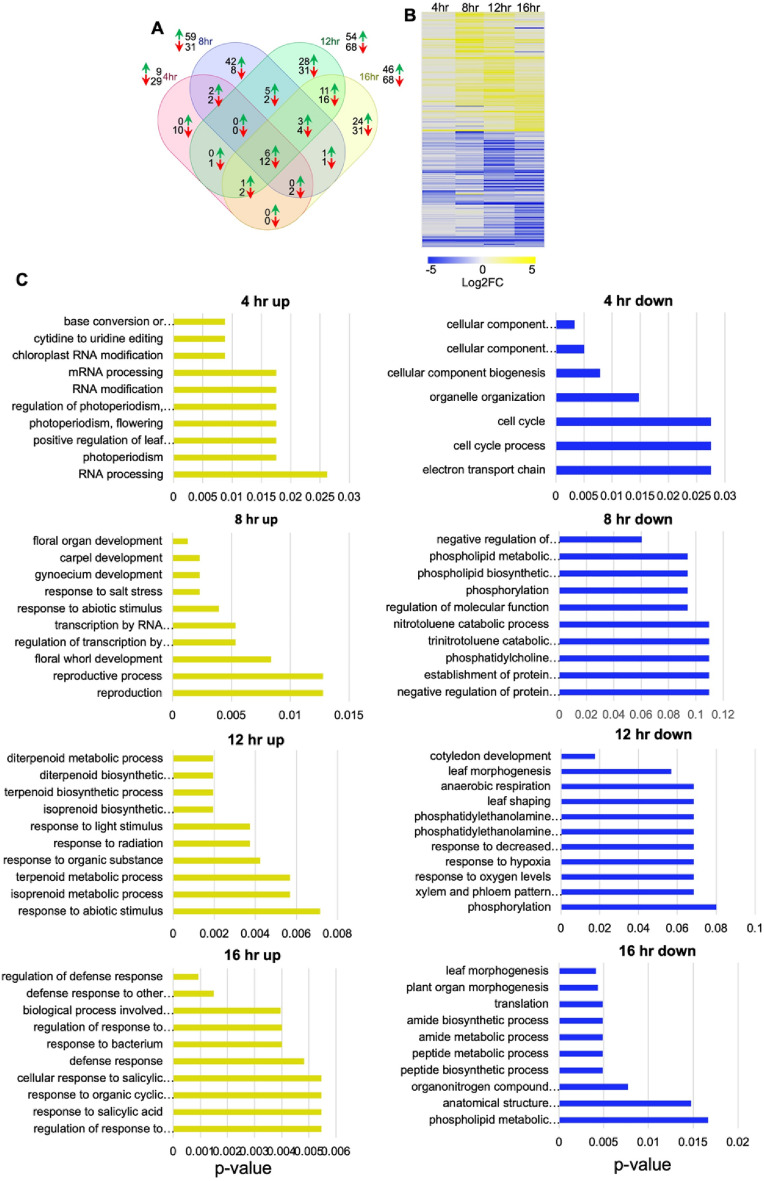
Analysis of transcriptome after induction of *pAtUBQ10*>>*miR165a* in *ap1cal* SAM. (**A**) Overlap analysis of differentially expressed genes in *pAtUBQ10*>>*miR165a* line against *pAtUBQ10::GR-LHG4* line at different time points. Green arrows represent up-regulated genes, and red arrows represent down-regulated genes. Numbers outside the Venn diagram show total number of up/down-regulated genes (**B**) Heatmap representation of log2 fold changes for all the differentially expressed genes at different time points. C. GO term enrichment of genes up/down-regulated at different time-points after induction of *pAtUBQ10*>>*miR165a*. Ten most significant GO terms are plotted here along with their p-values.

**Table 2:** Genes up/down-regulated at all the time-points after *miRNA165a* induction, and genes with known role in plant development.

Gene ID	Description	Reported function	*pAtUBQ10*>>*miR165a*				miRNA cells Vs REV cells	
			4 h FC	8 h FC	12 h FC	16 h FC	Epidermis FC	Sub-epidermis FC
*AT1G01183*	miRNA165a	Represses Class III HD-ZIP gene expression	3.28	4.27	3.83	3.59		
*AT1G45120*	Transposable element gene		1.55	1.62	1.60	1.51		
*AT1G53260*	Hypothetical protein		1.47	1.98	1.68	1.70		
*AT2G46730*	Pseudogene of galacturonosyl-transferase-like protein		1.31	1.33	1.34	1.16		
*AT3G42658*	Sadhu non-coding retrotransposon 3-2		5.49	5.22	5.07	5.33		
*AT3G51180*	Zinc finger C-x8-C-x5-C-x3-H type family protein ATC3H45		1.36	1.61	1.14	1.45		
*AT1G45130*	Beta-galactosidase 5 (Bgal5)	Cell wall-related biological processes	− 1.18	− 1.01	− 1.14	− 1.21	− 1.16	− 1.33
*AT1G48490*	Incomplete root hair elongation 3 (Ire3)	Controlling root skewing and maintaining the microtubule network	− 2.27	− 2.32	− 2.23	− 2.19		
*AT1G52150*	Athb-15	Vascular development	− 1.36	− 1.23	− 1.38	− 1.54		− 1.88
*AT2G34660*	Multidrug resistance-associated protein 2	Arsenite-phytochelatin transporter	− 1.42	− 1.53	− 1.54	− 1.52		1.53
*AT3G23085*	Transposable element gene		− 1.06	− 1.06	− 1.18	− 1.27		
*AT3G29642*	Transposable element gene		− 1.60	− 1.59	− 1.50	− 1.51		
*AT3G29644*	Short open reading frame 29 (Sorf29)	Natural antisense transcript overlaps with AT3G29642	− 2.82	− 2.59	− 2.87	− 2.41		
*AT3G30700*	Transposable element gene		− 1.44	− 1.21	− 1.51	− 1.42		
*AT3G43340*	RSUA2	Pseudouridine (Ψ) to uridine (U) conversion	− 2.37	− 1.95	− 2.06	− 2.14		
*AT3G43350*	Transposable element gene		− 2.97	− 2.73	− 2.84	− 2.90		
*AT3G44690*	Hypothetical protein		− 1.95	− 2.09	− 2.02	− 1.98		
*AT5G37400*	Hypothetical protein		− 1.28	− 1.20	− 1.07	− 1.14		
Important plant development related genes								
* AT1G75450*	Cytokinin Oxidase 5 (CKX5)	Degrade cytokinin			− 1.03			
* AT2G21050*	Like AUXIN RESISTANT 2 (LAX2)	Auxin influx carrier			− 1.03	− 1.06	− 1.03	-1.83
* AT4G34610*	BEL1-like homeodomain 6 (BLH6)	Negative regulator of xylem vessel cells			− 1.09	− 1.01		− 2.2
* AT3G25717*	ROTUNDIFOLIA like 16 (RTFL16)				− 1.09		3.34	− 3.4
* AT3G50870*	MONOPOLE (MNP)	Regulates shoot apical meristem and flower development			− 1.02			
* AT1G74890*	Response regulator 15 (ARR15)	Negative regulator in cytokinin-mediated signal transduction			− 1.00			
* AT3G54340*	APETALA 3 (AP3)	Specifies petal and stamen identities		1.00				
* AT5G15800*	SEPALLATA1 (SEP1)	Involved in flower and ovule development		1.52		1.00		
* AT3G02310*	SEPALLATA2 (SEP2)	Involved in flower and ovule development		1.15			− 1.10	
* AT4G18960*	AGAMOUS (AG)	Specifies floral meristem and carpel and stamen identity		1.22				
* AT5G51870*	AGAMOUS-like 71 (AGL71)	Involved in floral transition			1.07	1.03		− 1.03
* AT1G20700*	WUSCHEL related homeobox 14 (WOX14)	Regulate plant vascular proliferation				1.34		
* AT2G27220*	BEL1-like homeodomain 5 (BLH5)				1.27		5.36	1.85

Among these genes, *Beta-Galactosidase 5* was down-regulated at all time-points and was also found to be down-regulated in miR165a cell-types, compared with other cell-types (Table 2). 

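BGAL5 (AT1G45130) encodes a beta-galactosidase and lies on chromosome 1 of TAIR10 from 17065111 to 17069269. Its log2 fold changes against GR-LhG4 were -1.18, -1.01, -1.14 and -1.21 at 4, 8, 12 and 16 h in the authors' deposited table, with no pair of time points differing by the Wald test. BGAL5 was not listed against ap1cal at any time point, and GR-LhG4 against ap1cal did not list it either. The pseudogene AT1G45120 starts 9.756 kb upstream on the same strand and moved the other way, up against GR-LhG4 at each time point. In AT1G45120 part of this came from the control line, which was lower than ap1cal by -1.34 at 4 h and -1.06 at 12 h, so that its calculated fold of the miR165a line over ap1cal was 0.20 and 0.54. In the paper's cell-type lists BGAL5 is lower in miR165a cells than in REV cells in the epidermis and beneath it. It is 1 of 18 genes called throughout, of which ATHB15 and ABCC2 are also in a cell-type list, ATHB15 lower and ABCC2 higher in sub-epidermal miR165a cells.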

*Beta-Galactosidase* genes are mainly involved in cell wall-related biological processes. The Arabidopsis genome encodes 17 members of this family with distinct expression patterns, suggesting non-overlapping function^19^. 

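A gene that differed between the miR165a and GR-LhG4 lines at more than 1 time point did so in the same direction. All 71 genes called at 2 or more time points in miR165a against GR-LhG4 had 1 sign throughout (95% exact Clopper-Pearson interval 94.9% to 100.0%). These genes come from the same lines and are not independent, so the interval describes the list. They include ZPR3 on the lower side and GA3OX1, AST91 and the ABC transporter gene ABCG21 (AT3G25620) on the higher side. Across all 12 tables 263 genes were listed in 2 or more, and 246 of them had 1 sign in every table, but comparisons at a time point share libraries and add up, so this count is largely built in. Where a gene was listed in miR165a against GR-LhG4 and in GR-LhG4 against ap1cal at the same time point, 17 of 32 cases had the same sign. The 17 genes with both signs are nearly all genes that differ between the control lines at 12 h, such as CKX5, HB40, BLH5 and HRA1. ARR15 is another, up in GR-LhG4 at 4 h and down with miR165a at 12 h. A gene called at 1 time point enters none of these counts for its other time points.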

Further analysis of all the DEGs through heatmap visualization revealed that most DEGs have similar expression patterns across all four time points, i.e. up-regulated genes are consistently up-regulated at all the time-points and down-regulated genes are consistently down-regulated at all the time-points, although not all genes show a significant change over all time points (Fig. 2B). 

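The genes called throughout changed by similar amounts early and late. The median absolute log2 fold change of the 18 was 1.51 at 4 h, 1.62 at 8 h, 1.57 at 12 h and 1.53 at 16 h. Over these genes and the ZPR genes, 113 pairs of time points were compared by two-sided Wald tests on the authors' standard errors. After adjustment 2 pairs differed, 4 and 8 h for MIR165A and 8 and 16 h for ATHB15. Among all listed genes the median absolute log2 fold change was 1.3 at 4 h, 1.18 at 8 h, 1.15 at 12 h and 1.18 at 16 h. Strongly lowered genes that appeared late include AT3G10080, a cupin gene, at -2.27 at 16 h in the authors' deposited table. Of the 245 genes, 207 were not listed at 4 h, 155 at 8 h, 123 at 12 h and 131 at 16 h. Genes called throughout were chosen for a fold of 1 or more at 4 h, and the lists start at that fold, so the medians leave out smaller early folds and do not compare the transcriptome.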

The smallest number of DEGs and fold-change values were found to be associated with the earliest time-point (4 h) after miR165a induction, while both the number of DEGs and fold change subsequently increased (Table 1, Fig. 2A,B).

Earlier, Zhou et al.^9^, identified *miR165a*-regulated genes in one-week old seedlings through microarray analysis after continuous over-expression of *miR165a*. Comparison of these results with this study identified 32 genes (23 up-regulated and 9 down-regulated) common between both studies (Supp Table 2). 

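Genes shared with the seedling study include the HD-ZIPIII gene ATHB8 and several transporter genes. BGAL5, LAX2, ATHB8, the subtilase gene SBTI1.1 (AT1G01900) and XYP2 (AT2G13820), of the lipid-transfer protein family, are shared on the lower side. YSL3 (AT5G53550), ZIFL1 (AT5G13750), the anthocyanin regulator PAP1 (AT1G56650) and WRKY54 (AT2G40750) are shared on the higher side. All 32 IDs of the paper's list were found among the calls in the listed direction, and none in the opposite one. The list was drawn from these same calls by common direction, so this match follows from its making. Genes that moved in opposite directions in the 2 studies could not be on it. They make 18.7% of the 123 genes up and 7.38% of the 122 genes down. Of the higher ones 11 were called at 8 h, 4 at 12 h and 8 at 16 h, and none at 4 h. Of the lower ones 2 were called at 4 h, 2 at 8 h, 3 at 12 h and 6 at 16 h. BGAL5 was the only one of the 32 called at all 4 time points. The genes measured on the earlier array are not listed in the supplement, so no test of the overlap was made.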

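Lowered genes were shared with the earlier induction study more often than raised ones. At 8 h 19 of 31 genes down (61.3%) and 10 of 59 genes up (16.9%) were in the paper's list of common genes, and at 16 h 44 of 68 (64.7%) and 21 of 46 (45.7%). The difference between directions passed at 8 h (odds ratio 7.76, two-sided Fisher's exact test, adjusted p = 7.13e-05) and not at 16 h (odds ratio 2.18, same exact test, adjusted p = 0.0546). All 18 genes called at every time point, from SADHU3-2 and MIR165A to IRE3 and ATHB15, were in the common list at 8 h and again at 16 h. Of the other called genes, 11 of 72 (15.3%) at 8 h and 47 of 96 (49.0%) at 16 h were in it. Fisher's exact test on this split gave two-sided p = 9.13e-12 at 8 h and p = 1.35e-05 at 16 h. Genes with large folds are more easily found again in any study. If the lines of both studies are the same, a difference fixed in a line is found again as well, and the tests do not separate these causes.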

The DEGs identified in this study were also compared with our earlier RNA-Seq study performed 8 and 16 h after *miR165a* over-expression in SAM^12^, and almost one-third (up-regulated genes) to half (down-regulated genes) of the genes identified in this study were common (Supp Table 2).

To investigate the function of identified DEGs, Gene Ontology (GO) enrichment analysis was performed and GO terms associated with various biological processes were identified (Fig. 2C). Multiple GO terms related to RNA processing and cell cycle were enriched in gene sets upregulated and down-regulated, respectively, at 4 h. 

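At 4 h few genes differed between the miR165a and GR-LhG4 lines, and those that rose are mostly the ones that stay up. The 9 genes up are MIR165A, SADHU3-2, AT1G45120, AT1G53260, AT2G46730, AT3G51180, AT4G09875, the aldehyde oxidase gene AAO2 (AT3G43600) and AT5G06770. AT3G51180 and AT5G06770 encode CCCH zinc finger proteins. A search of the descriptions for RNA terms, made after the values were seen, found 0 of the 9 genes up and 2 of the 29 down. It missed MIR165A, an RNA gene whose description is empty. A word search of this kind cannot decide whether the RNA processing terms that the paper reports were enriched. The 29 genes down include ATHB8, ATHB15, the LIGHT-DEPENDENT SHORT HYPOCOTYLS gene LSH10 (AT2G42610) and GGPS6. None of the 10 cell-cycle genes of a list fixed in advance was listed at any time point in any comparison, nor were 8 heat shock and touch, 10 circadian clock, 6 leaf photosynthesis, and 5 anther and tapetum genes. Such lists, here and below, were fixed before the data were examined but after the paper was read. A group of 3 neighbouring genes on chromosome 2, AT2G07674, AT2G07751 and AT2G07675, was down at 4 h only, by -1.49, -1.51 and -1.34 in the authors' deposited table. They lie between 3268932 and 3270787 on TAIR10, in the nuclear copy of mitochondrial DNA. Of their 50-base words, 94.6%, 100.0% and 100.0% also occur in the mitochondrial genome, so their reads may come from mitochondria.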

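Of 10 phospholipid metabolism genes listed in advance, 1 was lower with miR165a. MIPS1 (AT4G39800), which makes inositol phosphate, fell by 1.04 at 16 h against GR-LhG4 and by 1.44 against ap1cal in the authors' deposited tables. By the authors' gene descriptions, searched for phospholipid terms after the values were seen, the lower lists held 1 gene at 4 h (TRM33), 0 at 8 h, 1 at 12 h and 4 at 16 h, and the higher lists held 1, AT3G05400 at 8 h. AT3G15650, an alpha/beta-hydrolase gene, was lower at 12 and 16 h, and the glycerol-3-phosphate acyltransferase gene GPAT6 (AT2G38110), AT3G20460 and MIPS1 at 16 h. AT3G20460 encodes a sugar transporter and was found by an inositol transporter domain alone. AT3G15650 and MIPS1 are also in the paper's lists of genes lower in sub-epidermal miR165a cells, and MIPS1 is higher in epidermal ones. Tables of called genes do not give the genes tested, so no enrichment was computed.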

More interestingly, phospholipid metabolism related GO terms were enriched in down-regulated gene sets at multiple time points (8 h, 12 h, 16 h). Concerning plant development, GO terms and genes related to organ morphogenesis, such as *Cytokinin Oxidase 5 (CKX5), Like AUXIN RESISTANT 2 (LAX2), BEL1-like homeodomain 6 (BLH6), ROTUNDIFOLIA like 16 (RTFL16), MONOPOLE (MNP)* and *Response Regulator 15 (ARR15)*, were enriched in the 12 h/16 h down-regulated gene-sets. 

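Several lowered genes act in hormone pathways and organ growth. LAX2, an auxin influx carrier gene, fell by 1.04 at 12 h and 1.07 at 16 h in the authors' deposited table, and BLH6 by 1.10 and 1.01. At 12 h alone RTFL16 (AT3G25717), a small peptide gene, fell by 1.10, MNP (AT3G50870), a GATA factor gene of the embryo also called HAN, by 1.02, and ARR15 (AT1G74890), a cytokinin response regulator gene, by 1.01. None of these 5 was listed against ap1cal. CKX5, which breaks down cytokinin, fell by 1.03 at 12 h, and GR-LhG4 was itself higher than ap1cal by 1.05, so its calculated fold of the miR165a line over ap1cal was 0.02. PIN6, an auxin transporter gene (AT1G77110), fell by 1.22 at 16 h and by 1.48 against ap1cal. Of 15 genes of auxin transport and synthesis listed in advance, LAX2 was the 1 called. Of 23 cytokinin genes, ARR15 and CKX5 were lower and the cytokinin activating gene LOG5 (AT4G35190) was higher at 12 h. Against ap1cal LOG5 had 1.03 at 8 h, and LOG7, not called against GR-LhG4, had -1.07 at 12 h and -1.53 at 16 h. MNP was the 1 called among 15 shoot meristem genes, and none of 9 abaxial identity genes was called in any comparison.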

GO terms and genes related to reproduction and flower development, such as *APETALA 3 (AP3), SEPALLATA1 (SEP1), SEPALLATA2 (SEP2)* and *AGAMOUS (AG)* were enriched in the gene-set up-regulated at 8 h (Fig. 2C and Table 2). 

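Of 17 floral organ identity genes listed in advance but after the paper was read, 4 rose at 8 h, all of them named in the paper. SEP1 (AT5G15800) had a log2 fold change of 1.52, SEP2 (AT3G02310) 1.15, AG (AT4G18960) 1.23 and AP3 (AT3G54340) 1.00 against GR-LhG4 in the authors' deposited table. CRC (AT1G69180), a carpel gene outside the paper's text, rose by 1.25 and was chosen after its value was seen. SEP1 was also called at 16 h, at 1.01, and the other 4 at 8 h alone. Against ap1cal AG and CRC were called at 8 h, at 1.03 and 1.04, and GR-LhG4 lay below ap1cal by a calculated -0.20 for AG and -0.21 for CRC. SEP1, SEP2 and AP3 were not listed against ap1cal. AP3 has a mean normalized count of 4.36 over all libraries and that of AG is also under 10, so few reads lie behind their folds. These 4 MADS-box genes are the only ones called on that list. Of 7 flowering time MADS genes, AGL71 was called, up by 1.08 at 12 h and 1.04 at 16 h. In the paper's cell-type lists SEP2 is lower in epidermal miR165a cells than in REV cells. AP3 is listed as lower there only against epidermal cells without the REV and miR165a markers.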

Notably, terpenoid related GO-terms were enriched in the 12 h up-regulated gene set, and plant defence response/biotic stimulus related GO-terms were enriched in genes up-regulated at 16 h. 

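Genes of gibberellin synthesis and breakdown were among those up at 12 h. GA3OX1, GA3OX3 (AT4G21690), which make active gibberellin, and GA2OX2 (AT1G30040), which removes it, had log2 fold changes of 1.44, 1.10 and 1.03 at 12 h in the authors' deposited table. They are the 3 called among 14 gibberellin oxidase genes listed in advance, and all 3 were up at 8 h as well. TPS21 (AT5G23960), a sesquiterpene synthase gene of flowers, at 1.00 with a mean normalized count of 3.88, is the 1 called among 11 terpenoid genes. The descriptions, searched for words that include gibberellin, name terpenoids or gibberellin for 6 of the 54 genes up at 12 h, these 4 with GASA6 (AT1G74670) and the strigolactone gene CYP711A1 (AT2G26170). At 16 h single genes linked to salicylic acid were up. NIMIN1 (AT1G02450) had 1.17, NIMIN-2 (AT3G25882) 1.39, WRKY54 1.13 and WRKY51 (AT5G64810) 1.17. The largest of those named was AT5G03350, a legume lectin gene, at 1.81, and at 1.79 against ap1cal. NIMIN1 is the 1 called among 15 salicylic acid defence genes, and the others were chosen after their values were seen. A search of the descriptions for defence terms found 1 of 46 genes up and 3 of 68 down at 16 h. It found NIMIN1 and missed NIMIN-2, WRKY54, WRKY51 and AT5G03350, so it cannot decide whether the group rose. Against ap1cal that list had EDS1 (AT3G48090) at 1.38 and NIMIN1 at 1.01 at 16 h, and PR2 at -1.01 at 4 h, and neither EDS1 nor PR2 was called against GR-LhG4.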

Although the role of *miR165a* is well known in plant development, our GO analysis suggests an additional role for *miR165a* in other biological processes including phospholipid metabolism, terpenoid biosynthesis and plant defence. Although a direct role of *miR165a* is not reported in pathogen defence, earlier studies have demonstrated a role for the *miR165a* target gene *REV* together with *WRKY53* acting in pathogen defence and plant immunity^20^.

### Identification of *miR165a* domain expressed genes in SAM

In the SAM, *miR165/166* is expressed in the peripheral region, thereby restricting the expression of its targets, the *class III HD-ZIP* genes, to a more central domain^4^. To examine the spatial distribution of *miR165a* regulated genes in the SAM, we established a FACS based transcriptomics approach in which a comparison is made between genes expressed in *miR165a* expressing cells versus *miR165a* non-expressing cells in the epidermal and sub-epidermal layers of the SAM. For this purpose, three fluorescence reporter cassettes, namely *pAtML1::mTag-BFP-ER, pREV::REV-2YPET* and *pmiR165a::GFP-ER*, were introduced into the *ap1cal* mutant background for bulk collection of meristem tissues. Expression of these transgenes in SAM was confirmed by confocal imaging (Fig. 3A–D). The *pAtML1::mTag-BFP-ER* reporter marked all the epidermal cells, whereas *pREV::REV-2YPET* and *pmiR165a::GFP-ER* marked the central and peripheral part of the meristem, respectively. Meristems from the triple marker line were used for protoplast isolation and six different types of cells were collected through FACS (Fig. 3E).

**Figure 3:**
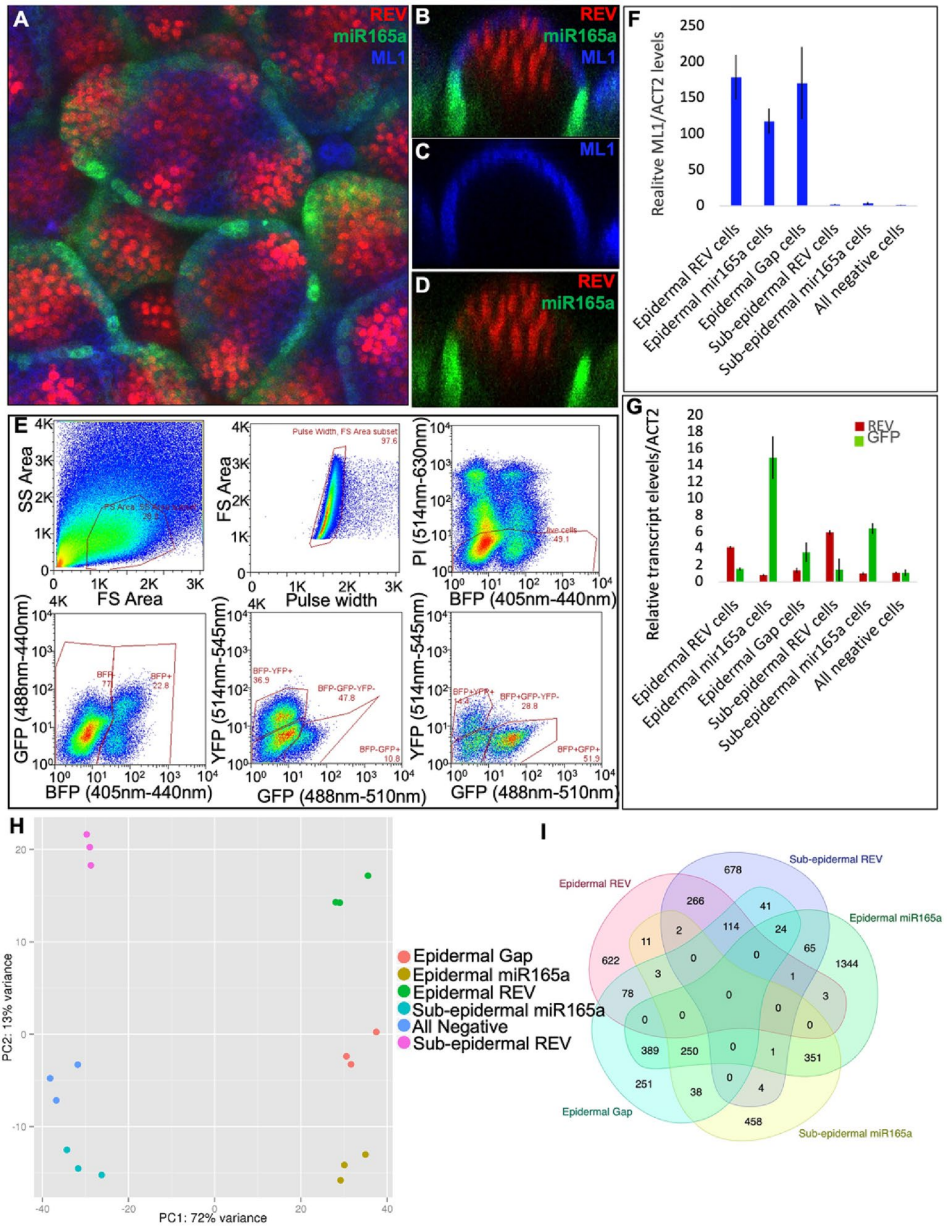
Experimental set-up for identification of genes differentially expressed in miR165a SAM domain. (**A**–**D**) Expression of *pREV*::*REV-2YPET* (red), *pmiR165a*:*GFP-ER* (green) and *pAtML1*::*mTag-BFP-ER* (blue) markers in an *ap1cal* mutant SAM. (**A**) Confocal Z-Stack top view of SAM showing expression of all three markers. (**B**) Longitudinal section view of the SAM showing all the three markers. (**C**) Longitudinal section view of the SAM showing only *AtML1* marker. (**D**) Longitudinal section view of the SAM showing *REV* and *miR165a* markers. (**E**) FACS sorting of Propidium Iodide (PI) stained protoplasts from the triple marker line. Total protoplasts were first resolved by Forward Scatter (FS) and Side Scatter (SS), and then all singlets were determined by FS Area vs pulse width analysis. Singlet protoplasts were analysed for presence of PI and BFP signals. All the PI negative protoplasts were first separated into BFP positive and BFP negative. Then, BFP positive and BFP negative protoplasts were separated into YFP positive, GFP positive and GFP&YFP negative. (**F**) Q-PCR analysis of *ML1* transcript levels in FACS sorted protoplast populations. (**G**) Q-PCR analysis of *REV* and *GFP* transcript levels in FACS sorted protoplast populations. Q-PCR experiments are normalized to reference gene *ACT2*. (**H**) Principle Component Analysis of RNA-Seq data experiment performed on the six FACS sorted protoplast populations. (**I**) Overlap analysis of specific cell-type enriched genes. For this purpose, all the genes showing significant up-regulation in an individual cell-types against the All Negative cell-type were used for overlap analysis.

The six cell-types, three epidermal and three sub-epidermal, were as follows: (1) Epidermal REV cells collected on the basis of both REV and ML1 marker expression, (2) Epidermal miR165a cells collected on the basis of both miR165a and ML1 marker expression, (3) Epidermal cells collected on the basis of presence of the ML1 marker and absence of REV and miR165a markers (for easy reference, hereafter termed ‘epidermal gap’ cells, as they are present in the gap region between the REV and miR165a expression domains in the epidermis) (Fig. 3B), (4) Sub-epidermal REV cells collected on the basis of expression of the REV marker only, (5) Sub-epidermal miR165a cells, collected on the basis of only the miR165a marker expression, (6) Sub-epidermal cells collected on the basis of absence of any marker (for ease of reference, hereafter, termed ‘all negative’ cells). The purity of sorted cells was confirmed by extracting RNA from the FACS collected cell populations and measuring the expression of several cell-type specific genes using Q-PCR (Fig. 3F,G). RNA-Seq experiments were then performed to identify genes expressed in the miR165a domain as well as genes excluded from the miR165a domain. Principal Component Analysis (PCA) of RNA-Seq data revealed close clustering of the biological replicates from the same sample as well as clear separation of individual cell-types (Fig. 3H). Interestingly, the PCA revealed that the highest variation was present between epidermal versus sub-epidermal cell-types. Furthermore, it revealed that within the epidermal/sub-epidermal cell-type groups, based on transcriptome differences, REV and miR165a cells are furthest apart and that the Gap/all negative cells are in between the REV and miR165a cells in the group. Thus, the transcriptome data also reflects the spatial distance between different cell-types.

### Functional annotation of genes differentially expressed in the miR165a cell-type

To identify genes differentially expressed between the six cell-types, pair-wise DEG analyses were performed between different cell-types using a criteria of log2 fold change (FC) greater than 1 and an adjusted p-value of less than 0.05 (Supp Table 3). From these DEGs, cell-type enriched genes were identified (Supp Table 4). Gene expression was considered enriched in a particular epidermal cell-type if it was up-regulated in that cell-type against any of the remaining two epidermal cell-types. The same approach was also applied to the sub-epidermal cell-types. Overlap analysis was then performed to identify genes enriched in expression in more than one cell-type (Fig. 3I). The greatest overlap in enriched genes for the epidermal REV and epidermal miR165a cell-types was observed with their respective sub-epidermal cell-type enriched genes. Epidermal gap cell-type enriched genes showed higher overlap with epidermal miR165a cell-type enriched genes compared to epidermal REV cell-type enriched genes (Fig. 3I). For further analysis of RNA-Seq data, we mainly focused on the DEGs in miR165a cell-types. Furthermore, since there was a large difference generally between epidermal and sub-epidermal cell-types, all the subsequent analyses were done separately for epidermal and sub-epidermal cell-types. Of all the genes showing differential expression in epidermal/sub-epidermal miR165a cells, a good proportion showed differential expression compared to both REV and gap/all negative cells, though the largest proportion showed differential expression against REV cells (Fig. 4A). Heatmap visualization of genes differentially expressed in the epidermal miR165a domain reveals that except for genes present in cluster 3 and cluster 5 genes, most other genes show similar trend in expression against REV and gap cells. In other words, genes up-regulated in miR165a cells are up-regulated against both REV and gap cells, and genes down-regulated in miR165a cells are down-regulated against both REV and gap cells (Fig. 4B). However in sub-epidermal tissues, an opposite trend was observed where genes up-regulated in miR165a cells compared to REV cells were found to be down-regulated in the miR165a cells compared to all negative cells, and vice-versa (Supp Fig. 1). This suggests an expression gradient of these genes from all negative cells to miR165a cells to REV cells.

**Figure 4:**
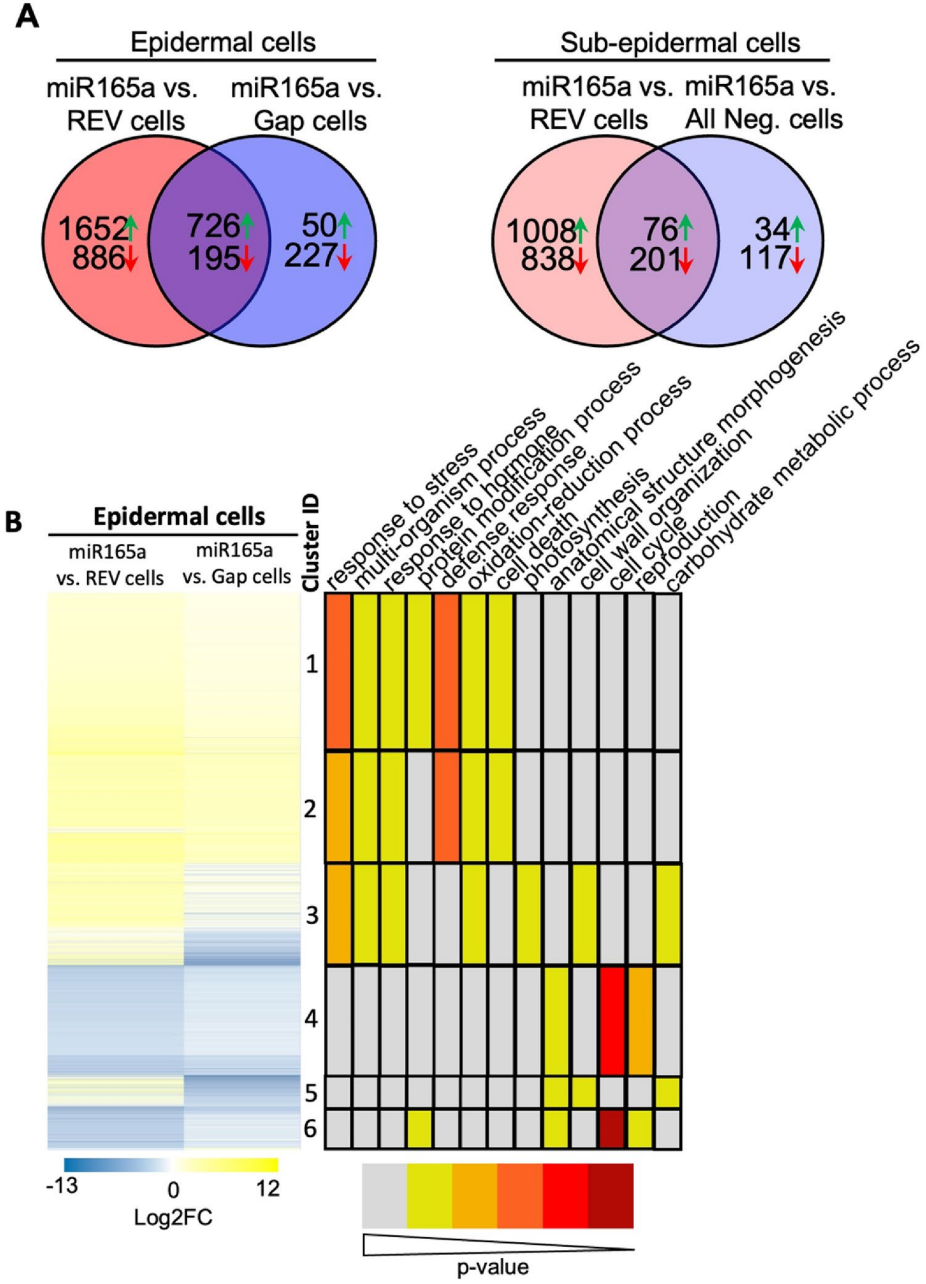
Identification of miR165a cell-type expressed genes and their GO enrichment analysis. (**A**) Overlap analysis of differentially expressed genes in miR165a marked cell-types compared with other cell-types. Green arrows represent up-regulated genes, and red arrows represent down-regulated genes. (**B**) Heatmap representation of log_2_FC in miR165a cell-type versus other cell-types in epidermis. Alongside the log_2_FC heatmap, enriched GO terms in individual cluster has been shown. The color coding for each GO term in respective cluster indicate p-value.

To explore the function of the miR165a domain DEGs, GO enrichment analysis was performed on the identified clusters of genes (Fig. 4B, Supp Fig. 1). In the epidermis, gene clusters up-regulated in miR165a cells compared to both REV and gap cells show enrichment for various GO terms including response to stress, defence response and cell death (Cluster 1&2, Fig. 4B). Genes present in cluster 3 and cluster 5 exhibited the following expression pattern: Gap cells > miR165a cells > REV cells, and were enriched for GO terms such as carbohydrate metabolic process and cell-wall organization (Cluster 3&5, Fig. 4B). These two clusters represent around 1000 genes, including some important cell-wall related genes such as *XYLOGLUCAN ENDOTRANSGLUCOSYLASE/HYDROLASEs, PECTIN METHYLESTERASE, PECTIN METHYLESTERASE INHIBITORs,* various *EXPANSIN and EXTENSINs*, and development related genes such as *LIKE AUX1 3, PINOID2, AINTEGUMENTA-LIKE 5, GH3.4 , APETALA 3, SEPALLATA 3, PETAL LOSS* and *PERIANTHIA.* GO terms related to reproduction, cell-cycle and plant development were found to be enriched in gene clusters showing down-regulation in miR165a cells against both REV and gap/all negative cells as well as in sub-epidermal cluster 7, which represents genes down-regulated in miR165a cells against the REV cells, but up-regulated in miR165a cells against the all negative cells. (Cluster 4&6, Fig. 4B; Cluster 6, Supp Fig. 1).

In terms of genes that show differential expression specific to the miR165a SAM domain compared to all other tissues, we found 33 genes that were up-regulated (enriched) and 15 genes down-regulated (excluded) in both epidermal and sub-epidermal miR165a cell-types against all other non-miR165a cell-types (Table 3).

**Table 3:** Genes up-regulated or down-regulated in both epidermal and subepidermal miR165a cell-types against all other non-miR165a cell-types.

Gene ID	Given name	Functions
Up-regulated in both epidermal and sub-epidermal miR165a cell-types against all other cell-types		
* AT1G63360*		Disease resistance protein (CC-NBS-LRR class) family
* AT5G20050*		Protein kinase superfamily protein
* AT1G05135*		Pseudogene
* AT1G16930*		F-box/RNI-like/FBD-like domains-containing protein
* AT2G05380*		Glycine-rich protein 3 short isoform (GRP3S)
* AT1G67750*		Pectate lyase family protein
* AT2G16895*		Pseudogene of UDP-Glycosyltransferase superfamily protein
* AT4G14746*		Neurogenic locus notch-like protein
* AT4G18220*		Drug/metabolite transporter superfamily protein
* AT2G18210*		Hypothetical protein
* AT4G18250*		Receptor Serine/Threonine kinase-like protein
* AT5G57123*		Hypothetical protein
* AT5G46490*		Disease resistance protein (TIR-NBS-LRR class) family
* AT1G30730*	*ATBBE11*	FAD-binding Berberine family protein
* AT5G24210*	*PRLIP1*	Alpha/beta-Hydrolases superfamily protein
* AT3G55240*	*RPGE3*	Overexpression leads to PEL (Pseudo-Etiolation in Light) phenotype
* AT1G23090*	*SULFATE TRANSPORTER 91 (AST91)*	Encodes for sulfate transporter
* AT5G15160*	*BANQUO 2 (BNQ2)*	Required for appropriate regulation of flowering time
* AT1G29290*	*C-TERMINALLY ENCODED PEPTIDE 14 (CEP14)*	Binds to vascular tissue independently of CEPR1 or CRA2
* AT1G19670*	*CHLOROPHYLLASE 1 (CLH1)*	Involved in chlorophyll degradation
* AT3G26200*	*CYTOCHROME P450, FAMILY 71, SUBFAMILY B, POLYPEPTIDE 22 (CYP71B22)*	Putative cytochrome P450
* AT3G25180*	*CYTOCHROME P450, FAMILY 82, SUBFAMILY G, POLYPEPTIDE 1 (CYP82G1)*	Catalyzes the production of two volatile homoterpenes, TMTT and DMNT
* AT3G50480*	*HOMOLOG OF RPW8 4 (HR4)*	
* AT5G39020*	*MEDOS 3 (MDS3)*	Involved in growth adaptation upon exposure to metal ions
* AT5G39030*	*MEDOS 4 (MDS4)*	Involved in growth adaptation upon exposure to metal ions
* AT5G26230*	*MEMBRANE-ASSOCIATED KINASE REGULATOR 1 (MAKR1)*	
* AT3G45290*		MILDEW RESISTANCE LOCUS O 3 (MLO3)
* AT4G18197*	*PURINE PERMEASE 7 (PUP7)*	Involved in the transport of cytokinins
* AT5G52250*	*REPRESSOR OF UV-B PHOTOMORPHOGENESIS 1 (RUP1)*	Functions as a repressor of UV-B signaling
* AT4G23870*	*TRANSITION ZONE (TZ1)*	Mutants have increased resistance to Al
* AT2G29330*	*TROPINONE REDUCTASE (TRI)*	
* AT1G08465*	*YABBY2*	Involved in the abaxial cell fate specification in lateral organs
* AT1G25250*	*IDD16*	Regulates auxin biosynthesis and transport aerial organ morphogenesis
Down-regulated in both epidermal and sub-epidermal miR165a cell-types against all other cell-types		
* AT1G80100*		Acts as an inhibitor of cytokinin signaling
* AT1G49475*		AP2/B3-like transcriptional factor family protein
* AT1G68630*		PLAC8 family protein
* AT4G24050*		NAD(P)-binding Rossmann-fold superfamily protein
* AT5G23100*		MIZU-KUSSEI-like protein
* AT3G02000*	*ROXY1*	It is required for proper petal initiation and organogenesis
* AT5G43810*	*ZWILLE (ZLL)/ARGONAUTE 10 (AGO10)*	specifically sequesters miR166/165
* AT1G13710*	*KLUH (KLU)*	Contributes to growth-stimulating signal
* AT5G43870*	*FORKED-LIKE1 (FL1)*	Coordinate leaf size with vein density
* AT1G10540*		NUCLEOBASE-ASCORBATE TRANSPORTER 8 (NAT8)
* AT3G50410*	*OBF BINDING PROTEIN 1 (OBP1)*	Play an important roles in plant growth and development
* AT1G73590*	*PIN-FORMED 1 (PIN1)*	Auxin efflux carrier
* AT4G31620*	REPRODUCTIVE MERISTEM 36 (REM36)	
* AT4G25810*	*XYLOGLUCAN ENDOTRANSGLYCOSYLASE 6 (XTR6)*	
* AT5G11320*	*YUCCA4 (YUC4)*	Part of a pathway linking auxin biosynthesis

Log2FC > 1 and adjusted p-value < 0.05 were used as a criteria for DEG consideration.

Among the miR165a domain enriched genes, plant development related genes *YABBY2, IDD16, PURINE PERMEASE 7 (PUP7), C-TERMINALLY ENCODED PEPTIDE 14 (CEP14)* and *BANQUO 2 (BNQ2)* were present*.* We also found genes known to be involved in metal homeostasis *(SULFATE TRANSPORTER 91 (AST91), MEDOS 3, MEDOS 4, TRANSITION ZONE 1 (TZ1))* and light-signalling *(REPRESSOR OF UV-B PHOTOMORPHOGENESIS 1 (RUP1), RPGE3, CHLOROPHYLLASE 1 (CLH1)* were also enriched in miR165a cells. However, most of the miR165a domain-excluded genes, such as *YUCCA4, PIN1, OBF BINDING PROTEIN 1 (OBP1), KLUH (KLU), FORKED-LIKE1 (FL1), ZWILLE (ZLL)/ARGONAUTE 10 (AGO10),* and *ROXY1* (Table 3) are related to only plant development.

### Integration of miR165a-regulated genes and genes differentially expressed in miR165a SAM domain

Having identified genes regulated by *miR165a* in SAM as well as genes differentially expressed in the miR165a SAM domain compared to other cell types, we next examined the overlap between these two datasets. For this purpose, we examined the extent of overlap of genes up or downregulated by *miR165a* at different time points, with genes identified to be expressed differentially in the epidermal/subepidermal miR165a SAM domains (Fig. 5A). We found that within the set of genes expressed at relatively high levels in the miR165a domain, genes up-regulated by *miR165a* account for a greater proportion of overlap compared to genes down-regulated by *miR165a* (Fig. 5A). Similarly, within the set of genes down-regulated in the miR165a domain, a larger overlap exists with the set of genes down-regulated by *miR165a* than genes up-regulated by *miR165a*. 

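Genes raised in the miR165a line were more often higher in miR165a cells than lowered genes were. A gene was taken as higher or lower if it was so against REV cells, against the other reference cells or against both. Genes higher against 1 reference and lower against the other were left out, so the counts cover genes with 1 direction. In the epidermis 48 raised and 36 lowered genes over all time points were then in the paper's cell-type lists. Of the raised ones 40 were higher in miR165a cells, with AST91, MYB3, YSL3 and LOG5, and 8 were lower, with PHO1, SEP2 and AP3. Of the lowered ones 17 were lower in miR165a cells, with BGAL5, LAX2, ZPR1 and ZPR3, and 19 were higher, with MIPS1 and SAD6. The odds ratio was 4.47 (two-sided Fisher's exact test, adjusted p = 0.00963). Below the epidermis 23 of 49 raised genes were higher and 43 of 51 lowered genes were lower, an odds ratio of 4.75 (same exact test, adjusted p = 0.00419). At single time points 16 h passed the test below the epidermis (odds ratio 36.0, exact test, adjusted p = 0.00163), with 36 of 37 lowered genes lower in miR165a cells. In the epidermis no single time point passed (exact tests, adjusted p = 0.137 at 12 and 16 h and 0.650 at 8 h), nor did 8 h and 12 h below it (adjusted p = 1.0 and 0.270, exact tests). No raised gene at 4 h was in the cell-type lists, so that time point has no test. Without 16 h neither layer passed (difference of 21.0 and 15.3 percentage points, exact tests, adjusted p = 0.256 in the epidermis and 0.327 below it). With a mean count of at least 50 neither layer passed (adjusted p = 0.0885 in both, exact tests), nor did cells compared with both references (adjusted p = 0.523 and 1.0). In the epidermis the fewer calls against both controls did not pass (20 of 25 raised genes higher and 9 of 16 lowered genes lower, odds ratio 5.14, exact test, adjusted p = 0.0611). Below it they passed (odds ratio 8.94, exact test, adjusted p = 0.0131). At an absolute log2 fold change of 1.5 only 5 raised and 7 lowered genes were left in the epidermis, with a difference of -17.1 percentage points (exact test, adjusted p = 1.0). Both layers passed without genes changed by GR-LhG4 (exact tests, adjusted p = 0.00301 in the epidermis and 0.000947 below it). The same held against REV cells alone (0.0453 and 0.00346) and for protein-coding genes alone (0.0173 and 0.00448). Both also passed with 4, 8 or 12 h left out.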

In an alternative approach, the expression of *miR165a* regulated genes at different time points was examined with respect to epidermal/subepidermal miR165a cells, and it was observed that a large proportion of genes up-regulated at different time-points show higher expression in miR165a cells while a large proportion of down-regulated genes show lower expression in miR165a cells (Fig. 5B). Thus both types of overlap analysis show a similar trend. Among the genes which are up-regulated by miR165a as well as have enriched expression in miR165a cells, *MIR165a, SULFATE TRANSPORTER 91 (AT1G23090), GIBBERELLIN 3-OXIDASE 1 (AT1G15550), MYB DOMAIN PROTEIN 3 (AT1G22640)* were consistently up-regulated across multiple time-points after *miR165a* induction (Fig. 5B). Additionally, iron and zinc transporter genes such as *YELLOW STRIPE LIKE 3 (AT5G53550)* and *ZINC INDUCED FACILITATOR-LIKE 1 (AT5G13750)* were also present in this category. 

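Of the raised genes that the paper names here, AST91, MYB3, YSL3 and ZIFL1 are in its cell-type lists as higher in miR165a cells. AST91 is higher there in epidermal and in sub-epidermal cells, against REV cells and against the other reference cells. MYB3 is higher against REV cells in both layers, and YSL3 and ZIFL1 in the epidermis. Neither MIR165A nor GA3OX1 is in those lists. AST91 and GA3OX1 are also raised by GR-LhG4 alone, so their rise against GR-LhG4 adds to that of the activator. For AST91 the fold over GR-LhG4 was 1.17 at 8 h, 1.15 at 12 h and 1.23 at 16 h in the authors' deposited table, and a calculated 0.73 at 4 h. GA3OX1 had 1.72 at 8 h and 1.94 at 16 h, and a calculated 0.23 at 4 h. MYB3 was raised by GR-LhG4 at 4 h with a calculated fold of -0.07 for miR165a over it, then rose by 1.10 at 12 h and 1.12 at 16 h. YSL3 and ZIFL1 rose by 1.03 and 1.16 at 12 h and were not listed for GR-LhG4. Of 17 metal and sulfate transport genes listed in advance, these 2, AST91 and the sulfate transporter gene SULTR2;2 (AT1G77990, 1.12 at 8 h) were called up, and none down. The list was made after the paper was read, which names AST91, YSL3, ZIFL1 and SULTR genes as raised. SULTR2;2 was itself raised by GR-LhG4, by 1.11 at 12 h and 1.14 at 16 h.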

In the second category of genes which are down-regulated by miR165a and show comparatively lower expression in miR165a cells, *HD-ZIPIII* genes *(ATHB8 and ATHB15)*, and HD-ZIPIII downstream target genes (three *LITTLE ZIPPERs*) are present (Fig. 5B). Additionally, some other important development related genes, such as *ARABIDOPSIS RESPONSE REGULATOR 15 (ARR15), LIKE AUXIN RESISTANT 2 (LAX2), MONOPOLE (MNP)* were also identified in this category. Thus, the integration of results from both RNA-Seq experiments helped to identify highly probable targets of *miR165a* and *HD-ZIPIII* genes involved in plant developmental as well as in other biological processes.

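The lowered genes of this group lie mainly in the sub-epidermal lists. ATHB8, ATHB15, ZPR1, ZPR2, ZPR3, LAX2 and ARR15 are all lower in sub-epidermal miR165a cells in the paper's lists. For ARR15 this holds against all negative cells, and for the other 6 against REV cells. In the epidermis ZPR3 is lower against REV cells and gap cells, LAX2 against REV cells and ZPR1 against gap cells. MNP is in neither layer's lists. Of 12 vascular genes listed in advance, BLH6 was lower with miR165a and WOX14 (AT1G20700) higher, the latter at 1.34 at 16 h in the authors' deposited table. WOX14 was also raised by GR-LhG4 alone, by 1.29, 1.46, 1.31 and 1.32 over ap1cal at 4, 8, 12 and 16 h. Its calculated fold of the miR165a line over GR-LhG4 was 0.15 at 8 h and 0.65 at 12 h. BLH6 is lower in sub-epidermal miR165a cells than in REV cells, and higher in epidermal ones than in gap cells. WOX14 is in neither layer's lists.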

**Figure 5:**
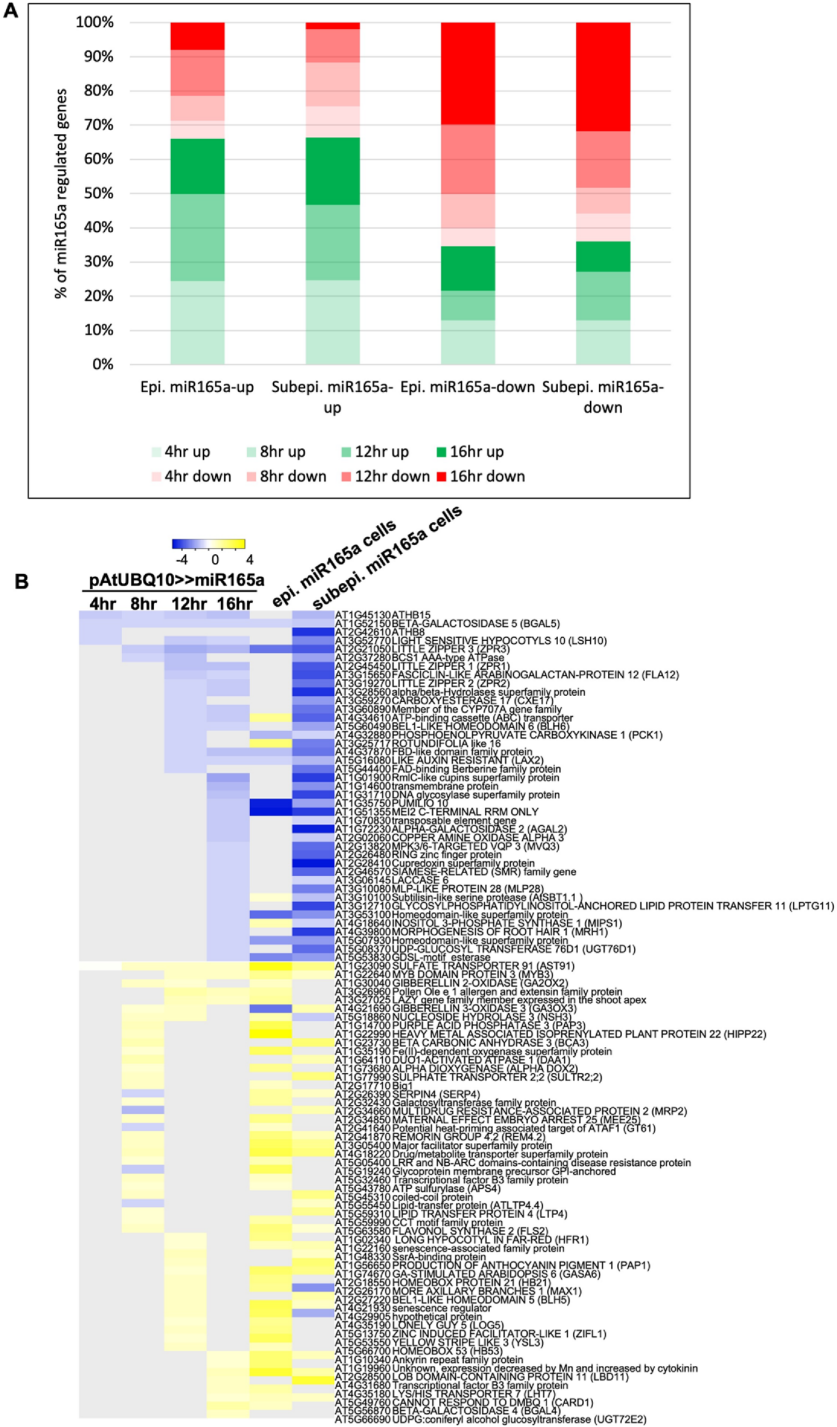
Integrated analysis of both RNA-Seq experiment. (**A**) Each stacked bar represents proportion of overlapping genes between the set of genes up/down-regulated in epidermal/subepidermal miR165a cells against respective epidermal/subepidermal non-miR165a cells, and genes regulated by miR165a at different time points to total number of miR165a up/down regulated genes at particular time point. (**B**) Heatmap visualization of Log2FC of genes which are significantly affected and show same trend in expression in both sets of RNA-Seq experiments (over-expression of miR165a and cell-type profiling). The Log2FC of miR165a cell-types against REV cell-types has been plotted here. The grey colour indicate that gene is not significantly changed in particular time-point or cell-type.

## Discussion

Both *miR165* and *miR166* family members repress *HD-ZIPIII* gene expression in abaxial leaf tissues as well as in the periphery of the SAM^1–5^. HD-ZIPIII TFs are direct targets of these miRNAs; thus, the biological role of these miRNAs is directly correlated with the function of *HD-ZIPIII* genes. *HD-ZIPIII* genes play an important role in leaf polarity, new organ initiation, vasculature development, SAM maintenance, and shade avoidance^4,21^. Additionally, the role for *miR165/166* has also been reported in the regulation of ABA levels and abiotic stress response, particularly in relation to drought and cold stress, through *HD-ZIPIII* genes. Thus, given the diverse role of the *miR165/166* and *HD-ZIPIII* genes, this work aimed to understand the global gene regulatory network underlying *miR165a* and *HD-ZIPIII* genes in Arabidopsis using RNA-Seq approaches.

In our earlier study^12^, although we had identified *miR165a* regulated DEGs, however genes differentially expressed in miR165a domain were not identified. Furthermore, in this previous study, the number of *miR165a* regulated DEGs was quite low, e.g. only 150 genes were identified as DEGs at 8 h. So, here in this study we identified genes differentially expressed in miR165a domain in SAM through FACS-based RNA-Seq approach, as well as performed new experiments to identify *miR165a* regulated DEGs. For identifying *miR165a* regulated DEGs, we used the *GR-LhG4* system and *miR165a* was over-expressed in temporal manner (4, 8, 12 and 16 h) to capture the temporally dynamic transcriptome of SAM. In the GR-LhG4 system, LhG4 is a transcriptional activator, that binds to operator DNA sequences^14^. To control the effect of LhG4 on transcription in our study, we generated the *pAtUBQ10::LhG4* line in the same genetic background, *ap1cal*, and used this line along with *pAtUBQ10*>>*miR165a* in *ap1cal* for RNA-Seq analysis. Comparing the transcriptome in the *pAtUBQ10::LhG4* line against the background line *ap1cal* confirmed that indeed the LhG4 binds non-specifically in the Arabidopsis genome and activates the expression of handful number of genes (Table 1). Thus, for the identification of true *miR165a* regulated genes, the transcriptome of *pAtUBQ10*>>*miR165a* in *ap1cal* was compared against the *pAtUBQ10::LhG4* in *ap1cal*.

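Genes that GR-LhG4 activates were more often higher in the miR165a line late than early. At 4, 8, 12 and 16 h the miR165a line differed from GR-LhG4 by 0.08, 0.41, 0.59 and 0.82 for STP1, all calculated. EXPA2 (calculated -0.19, 0.56, 0.21 and 0.37) and ALPHA DOX2 (-0.18, 1.05, 0.56 and 0.41, of which 1.05 was listed) were highest at 8 h. Genes were taken as activated at a time point if GR-LhG4 raised them at that time point and at another. Of 45 such genes at 4 h, 15 (33.3%) were higher in the miR165a line, and of 56 at 16 h, 46 (82.1%). The share at 8 h was 60.0% and at 12 h 67.9%. The odds of being higher were larger at 16 h than at 4 h (odds ratio 9.2, two-sided Fisher's exact test, p = 6.78e-07). The same genes enter at several time points, so this p describes the lists. Choosing genes by a rise of GR-LhG4 at the same time point tends to lower the share at every time point. RLP33 (AT3G05660), a receptor-like protein gene, went the other way, at -0.14 at 4 h and -0.61 at 16 h. In 11 of the 106 genes raised by GR-LhG4 at any time point the excess passed the listing threshold at the same time point, among them AST91, GA3OX1, WOX14, ALPHA DOX2 and AT3G44220.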

The number of *miR165a* regulated DEGs identified in this study is even smaller than in our previous study^12^, where less than 450 DEGs were identified, suggesting that indeed through this approach only a low number of DEGs could be identified. Furthermore, the comparison of *miR165a* regulated genes identified in this study with REV regulated genes from our previous study^12^ showed only a handful number of overlapping genes (Fig. S2). One reason behind this could be the fact that for identification of REV regulated genes, miR165/166 resistant *REV* (*REVr)* was ectopically expressed in the epidermis *(AtML1*>>*REVr)* followed by FACS sorting of epidermal cells and RNA-Seq. Whereas for the identification of *miR165a* regulated genes, *miR165a* was expressed under the *AtUBQ10* promoter followed by RNA extraction from the whole SAM tissue. These results suggest that FACS sorting of the cell-types increases the sensitivity of the RNA-Seq experiments. In the future, ectopic expression of *miR165a* in the epidermis *(pAtML1*>>*miR165a)* followed by FACS sorting of epidermal cells and RNA-Seq would be a better experiment for comparison with REV regulated genes identified from *pAtML1*>>*REVr* lines.

Comparison of *miR165a* regulated genes identified in this study and our previous study^12^, revealed only around 50% overlap of DEGs. Given the fact that both the studies were performed using the same transgenic lines, same laboratory conditions, and the same analysis pipeline, we conclude that in our hands RNA-Seq studies have only around 50% reproducibility. Previous systematic analysis of multiple RNA-Seq studies also revealed low reproducibility of RNA-Seq data^22,23^. Although, there was little overlap between significant DEGs at different time-points, however, most of the DEGs showed a similar expression pattern (either up or down-regulation) across all four time points (Fig. 1A,B). This suggests that at each time-point only specific genes show significant changes in their expression, but at other time points, those genes show the same expression pattern, but their fold change expression is non-significant. Most of the GO terms enriched in 4 h up-regulated genes were related to RNA modification and processing. This is not unexpected, as there is high expression of *miR165a* at the early time-point and the plant may activate the machinery of RNA processing. GO terms enriched in 4 h down-regulated genes were mostly related to the cell-cycle. As the collected tissue was SAM, which was undergoing rapid cell-division, and it perceived miR165a induction as a stress and, thus stopped its normal activity (cell-division), and up-regulated stress response machinery. 

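ZPR3 was already lower at 8 h, by 1.43 against GR-LhG4 in the authors' deposited table. At 8 h ZPR1 and ZPR2 were called against ap1cal, by -1.11 and -1.22, and not against GR-LhG4. ZPR3 was lower than ap1cal by -1.54 at 8 h, -2.11 at 12 h and -1.92 at 16 h. No ZPR gene was listed at 4 h in any comparison. Against GR-LhG4 the deepening of ZPR3 from 8 to 12 h, -0.66, did not pass the two-sided Wald test on the authors' standard errors (adjusted p = 0.225). Against ap1cal ZPR1 went from -1.11 at 8 h to -2.14 at 12 h, and this change of -1.03 passed (adjusted p = 0.000182, two-sided Wald test added after the values were seen). None of the other 8 pairs of time points of ZPR genes listed against ap1cal passed. For ZPR1 and ZPR2 the change from 12 to 16 h against GR-LhG4 was -0.02 and -0.06 (adjusted p = 0.991 and 0.965, two-sided Wald tests). A drop under 1 at 4 h would not be listed.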

The ZPR genes, which are direct targets of the HD-ZIPIII target genes, are not affected at the early time-point, but are down-regulated only at later time-points (12 and 16 h). This suggests that DEGs identified at later time-points are more likely to target genes of *HD-ZIPIIIs*. *HD-ZIPIIIs* have been shown to repress organ formation in centre of the meristem^4^, and as expectedly, our results show GO terms related with floral organ development are enriched in 8 h up-regulated genes.

To identify the genes differentially expressed in the miR165a cells, we performed RNA-Seq analysis on cells sorted on the basis of fluorescence signals of miR165a and REV reporters. Addition of third reporter, *AtML1*, further helped to separate miR165a and REV cells into epidermal and non-epidermal cells. Q-PCR analysis of marker genes on the sorted cells has confirmed the efficient sorting of all six-type of protoplasts. Similarly, PCA plot analysis revealed separate clustering of each cell-type, confirming the proper sorting of different cell-types. Most of the further analysis of cell-type profiling data was mainly focused on miR165a cells. This analysis identified genes with enriched/depleted expression in miR165a cells compared with other cell-types. These genes included gene-sets which are exclusively enriched only in miR165a cells but not in any other cell-types, genes enriched in miR165a cells against all other cell-types, genes depleted in miR165a cells but expressed in all other cell-types and, so on.

The identification of miR165a and REV (a HD-ZIPIII) cell-types specific genes and their integration with *miR165a* regulated genes (which also represent HD-ZIPIII regulated genes) in the same tissue (SAM) provides the opportunity to find-out the most relevant genes in this study. Our results show that among the genes up-regulated by *miR165a*, the majority have higher expression in miR165a cells, and among the genes down-regulated by *miR165a*, majority have higher expression in non-miR165a cells. However, it is worth mentioning here that such genes are not necessarily target genes of the HD-ZIP III; they could be targets of other adaxial genes. Thus, identification of relevant *miR165a* regulated genes through integration of both the RNA-Seq experiments reveals novel role of *miR165a* in different biological processes. Further phenotypic analysis of knock-out/over-expression lines of *miR165a/HD-ZIPIII* in the identified biological process would help confirm the observed role of *miR165a/HD-ZIPIII* genes.

## Materials and methods

### Plant materials and growth conditions

The *ap1cal* seeds were used in our previous study^12^, and all other plants were generated in this study. All the plants were gown at 22 °C under continuous light conditions. For *miR165a* over-expression purpose, DNA construct containing expression cassettes *pAtUBQ10*::*GR-LhG4;6OP*::*miR165a* were transformed into the *ap1cal* mutant background. As a control, DNA construct *pAtUBQ10*::*GR-LhG4* was transformed into the *ap1cal* mutant background. To generate reporter lines for FACS experiments, DNA construct *pHGW-pREV*::*REV-2YPET;pmiR165a*::*GFPer* was transformed into the transgenic line containing DNA construct *pMOA33-pAtML1*::*mTag-BFP-ER* in *ap1cal* mutant background. All the experiments were done in T2 generations in all the transgenic lines.

### Recombinant DNA constructs

For preparing the *pAtUBQ10*::*GR-LhG4* construct, a 2 kb region of the 5’ regulatory sequence from the *UBQ10* gene *(AT4G05230)* was cloned upstream to the *GR-LhG4* CDS through *BamH1* restriction digestion and ligation in *pBJ36* vector. The resulting expression cassette was then transferred to a sulfadiazine resistant T-DNA vector *pSULT* through *NotI* mediated restriction digestion and ligation. To construct the *pAtUBQ10*::*GR-LhG4;6OP*::*miR165a* DNA construct, first *6xOp::miR165a* part was constructed by putting the corresponding operator sequence (6x) of the *LhG4* upstream to the primary transcript regions of *miR165a* in *pBJ36* vector. Then the expression cassette of *6xOp::miR165a* was transferred to the T-DNA vector *pSULT* containing *pAtUBQ10*::*GR-LhG4* to achieve *pAtUBQ10*::*GR-LhG4;6OP*::*miR165a*. To create the *pMOA33-pAtML1::mTag-BFP-ER* construct, a fragment of ER-localized *mTag-BFP*^24^ was synthesized (Genscript) and cloned into the *pBJ36* vector downstream of 3.4 kb of the L1 layer-specific *AtML1* gene *(AT4g21750)* promoter. The entire expression cassette was then transferred into the T-DNA vector *pMOA33*^25^ through *NotI* restriction digestion and ligation. *pmiR165a*::*GFPer* construct is described in^26^, and *pREV*::*REV-2YPET* construct is described in^12^. Both the *pmiR165a*::*GFPer* and *pREV*::*REV-2YPET* construct were transferred to same T-DNA in *pHGW* vector using Gateway multiplexing approach.

### Dexamethasone treatment

To induce gene perturbations in the SAM, a solution of 10 μM DEX (dexamethasone) was applied to the SAM once. The solution also contained 0.015% Silwet L-77, a surfactant that helps the DEX solution to adhere to the IM. Tissues were collected after the desired time point for RNA-Seq experiments. For observing the phenotype, the DEX solution was applied every second day for a total of 7 days. Ethanol containing 0.015% Silwet L-77 was used as a mock solution for concurrently treating untreated samples.

### Protoplast preparation

For protoplasting, Buffer A was prepared by mixing the following ingredients: 10 mM KCl, 2 mM MgCl_2_, 2 mM CaCl_2_, 0.1% BSA, 2 mM MES hydrate, and 0.6 M Mannitol. The buffer was filter sterilized and stored at 4 °C for long-term use. To prepare the protoplasts, 1.5% Cellulase RS 10 and 0.1% Pectolyase Y23 were dissolved in Buffer A. SAMs from 4 to 5 week old plants were placed in the enzyme solution in a 70 µm cell strainer in a small petri dish and SAM were chopped into small pieces and incubated in the dark at 22 °C for 60 min. The protoplasts were gathered through centrifugation at 500*g* for 7 min at 4 °C. Afterward, the supernatant was cautiously eliminated to avoid disrupting the protoplast pellet. The pellet was subsequently re-suspended in 5 ml of Buffer A and centrifuged once more. The resulting supernatant was discarded, and the pellet was re-suspended in 1 ml of Buffer A. Next, the re-suspended pellet suspension was filtered through a 40 µm cell strainer in a small petri dish and utilized for sorting using a FACS.

### FACS sorting

The EMBL flow cytometry core facility employed a specialized MoFlo XDP cell sorter manufactured by Beckman Coulter, which was equipped with three lasers. These lasers included a Coherent Sabr Argon gas laser with an emission wavelength of 514.5 nm and power output of 400 mW, a Coherent Innova gas laser emitting at 488 nm with a power output of 300mW, and a Coherent Obis 405 nm solid-state laser with a power output of 240mW. The sorting process involved capturing the forward scatter (FSC), side scatter (SSC), and enhanced green fluorescent protein (eGFP) signals from the 488 nm laser, utilizing specific band-pass filters and a beam-splitter. The yellow fluorescent protein (YFP) and propidium iodide (PI) signals were detected using the 514.5 nm laser with appropriate band-pass filters and a beam-splitter. The blue fluorescent protein (BFP) signals were obtained from the 405 nm laser using a specific band-pass filter. Due to minimal spectral overlap, no compensation was required. Gating was performed based on the ratios of SSC height to area, and the sorting was carried out using FACSFlow (BD) as the sheath fluid at a pressure of 30 psi, with a 100 µm nozzle and a frequency of 40 kHz for protoplast sorting. For RNAseq library preparation, 100,000 viable protoplasts were directly sorted into 500 µl RLT buffer (Qiagen). Finally, the sorted samples were promptly frozen in liquid nitrogen, and used for total RNA extraction.

### Total RNA-extraction

The cryopreserved protoplasts were thawed at 37 °C, and the RLT buffer volume was adjusted to three times the volume of the protoplasts. Three biological replicates were used for each type of sample. The combination was mixed by vortexing and then incubated at room temperature for 5 min. Afterward, the mixture was vigorously vortexed again to lyse the protoplasts. Subsequently, the RNeasy Mini kit (Qiagen) was employed following the manufacturer's instructions. For RNA extraction from SAM tissue, 4–5 SAMs were collected from independent three biological replicates and quickly frozen in liquid nitrogen. The tissue were stored in-8-until further use. RNeasy Mini kit (Qiagen) was used for the RNA extraction.

### Q-PCR analysis

cDNA was prepared using Super script III reverse transcriptase (Thermo Scientific) enzyme. For RNA obtained from protoplast, around 25 ng total RNA was used whereas in case of SAM RNA 2 µg of total RNA was used as starting material. StepOne Plus Real Time PCR system thermo cycler, from the applied bio systems was used for Q-PCR experiment in a 20 µl reaction using 2X Syber Green master mix (Roche), 1:5 diluted cDNA and respective primers. Two technical replicate were used for each sample. Actin 2 was used as an internal reference gene. The Q-PCR data were analysed using 2^−ΔΔCT^ method.

### NGS library preparation

For preparing RNA-seq libraries from SAM RNA, “TruSeq Stranded mRNA Library Prep Kit from Illumina” was used, and 1 µg of total RNA was used. For preparing RNA-seq libraries from RNA obtained from FACS sorted protoplasts, “NEBNext Ultra RNA Library Prep Kit for Illumina” was used using 10 ng of total RNA.

### RNA-Seq data analysis

The sequencing data's quality was evaluated using FastQC. Total 16 to 38 millions reads were obtained for different samples in both RNA-Seq experiments. PCR primers, low-quality bases (with a Phred score < 20), and bases with varying GC content were removed by cutadapt^27^. To map the genome, TopHat^28^ was employed, using an index derived from the TAIR 10 genome release, and 90% of total reads were successfully mapped to reference genome. A gene expression count table was created from the aligned dataset using HTSeq^29^, utilizing TAIR 10 gene annotations and focusing solely on the exonic regions of the gene. The analysis for differential expression was conducted using the DESeq2^30^ R package. Genes with an adjusted p-value of ≤ 0.05 and log2 fold change of ≥ 1 were considered to be differentially expressed. This set of genes was then utilized for subsequent downstream processing. GO enrichment analysis was performed using AgriGo V2 tool, using Arabidopsis genome (TAIR 10) as a reference set. GO terms related with biological processes were selected based on following criteria: p-value cut-off: 0.05, minimum number of over represented genes: 5.

### Ethical approval

All procedures were conducted in accordance with the guidelines.

### Supplementary Information

Supplementary Figures.

Supplementary Table 1.

Supplementary Table 2.

Supplementary Table 3.

Supplementary Table 4.

Supplementary Table 5.

Supplementary Table 6.

Supplementary Table 7.

Supplementary Table 8.

Supplementary Table 9.

Supplementary Table 10.

Supplementary Table 11.

## Data Availability

The raw data of this study are available at Gene expression Omnibus (GEO) with accession no. GSE221139.

# Supplementary material for: Global gene regulatory network underlying miR165a in Arabidopsis shoot apical meristem
**Source:** Sci Rep. 2023 Dec 14;13:22258. doi: 10.1038/s41598-023-49093-2
**Supplement:** Supplementary file 1 — Supplementary Figures.

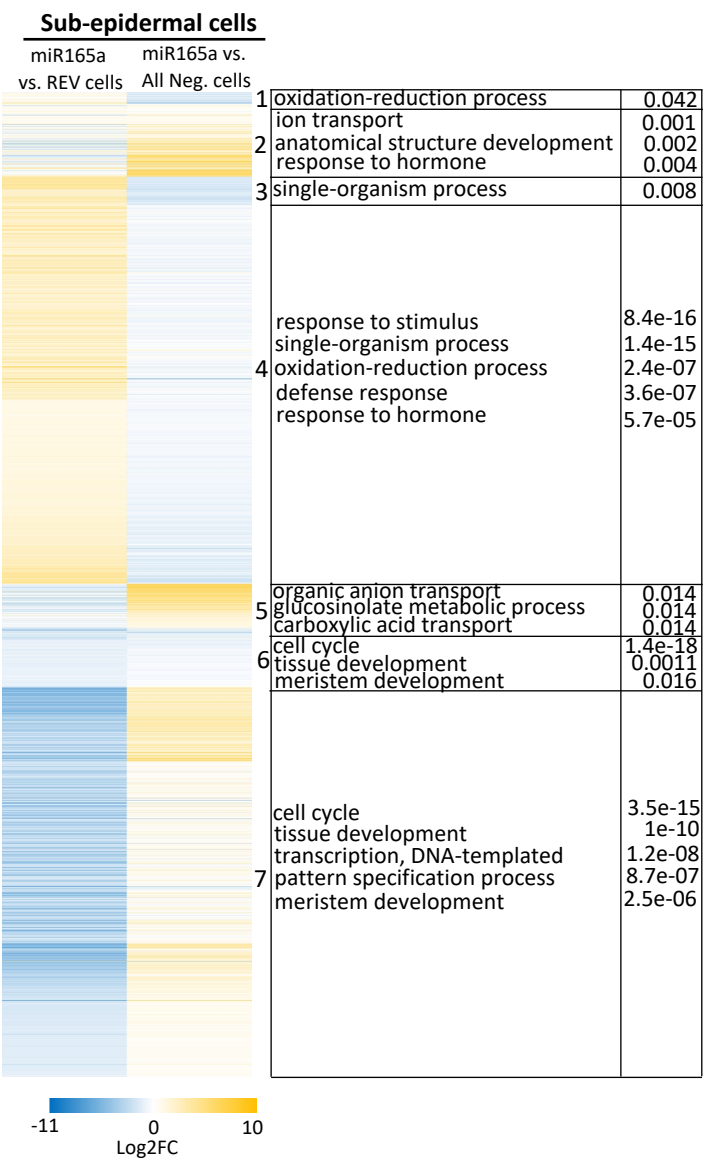

Figure S1. Heatmap representation of log₂FC in miR165a cells versus other cell-types in sub-epidermis. Alongside the log₂FC heatmap, enriched GO terms and associated p-value in individual cluster has been shown.

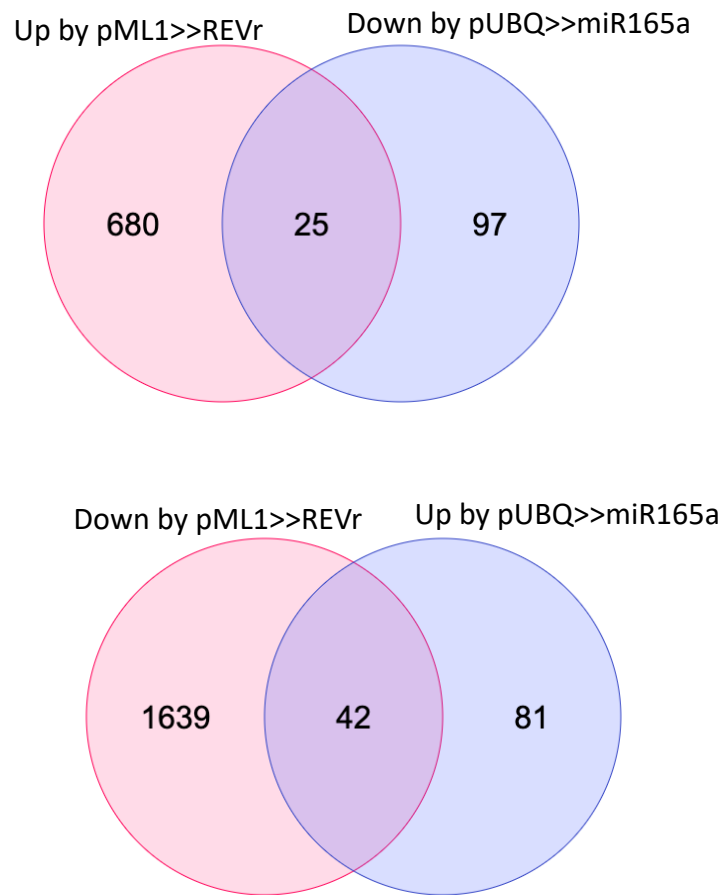

Figure S2. Overlap analysis of DEGs identified after ectopic expression of REV in epidermis (pML1>>REVr) (Ram et al., 2020), and after over-expression of miR165a (pAtUBQ10>>miR165a) in this study.

How the deposited data were processed for this re-analysis (not part of the article)

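RNA-Seq of shoot apical meristems from the pAtUBQ10>>miR165a, pAtUBQ10::GR-LhG4 and ap1cal lines was used, at 4, 8, 12 and 16 h after dexamethasone, with 3 libraries for each line and time point. The authors trimmed reads with cutadapt after FastQC, aligned them to TAIR10 with TopHat, counted them over exons with HTSeq and compared lines with DESeq2. The paper's text gives no versions of these tools and no strand setting for the counting. The deposited signal value of a gene is the mean of counts that the authors normalized by size factors, over the libraries. The deposited log2 fold change and its standard error come from the authors' DESeq2 model. The deposited score is the authors' Wald statistic, the fold divided by its standard error. The deposited p-value and its adjusted form come from the same model of the authors. The tables hold only genes with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1.

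No model was fitted again, since the tables hold no values per library. For the same reason the depth per sample, leaving out replicates, other tools, blocks of replicates and regroupings of samples were not available. A gene that is not listed is known only to have missed a threshold. Calls were intersected between tables, and where 2 of the 3 comparisons listed a gene at a time point the other was calculated by addition. Calculated values have no standard error of their own from the authors. Gene class and positions came from the RefSeq annotation of TAIR10.1, whose nuclear chromosomes have the lengths of TAIR10. All 446 listed genes matched it. The descriptions in the deposited tables mark no transposable elements among the genes called throughout, so gene class rests on that annotation. The paper's Table 2 calls AT1G45120, AT3G23085, AT3G29642, AT3G30700 and AT3G43350 transposable element genes, and the annotation holds them as pseudogenes.

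Tests were Fisher's exact test, exact binomial tests, a permutation test of gene positions with 10000 draws, and Wald tests of differences between time points. The Wald tests treat folds that are already shrunken as having the authors' standard errors and take time points as independent, so their p-values are approximate. Adjusted p-values of these tests follow Benjamini and Hochberg. The effect of shared ap1cal libraries was simulated 200 times with no line changed. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used. On simulated data with no effect, 2.0% of position tests, 4.42% of Wald tests and 3.5% of cell-type tests passed at 0.05. With a planted effect 100.0%, 99.5% and 97.0% passed. The planted effects were 3 close pairs, a log2 change of 1 between time points, and 80% against 40% of genes higher. These shares are at unadjusted p, so they do not give the power of the adjusted tests or for smaller effects.

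The comparisons, thresholds, alternatives and gene lists were set before the data were examined, except where stated. The paper had been read by then, so the lists were not blind to the genes it reports from these data. The lists are HD-ZIPIII, LITTLE ZIPPER, miR165/166 precursors, abaxial identity, shoot meristem, floral organ identity, flowering time MADS, cytokinin, auxin transport and synthesis, gibberellin oxidases, vascular, metal and sulfate transport, salicylic acid defence, heat shock and touch, cell cycle, leaf photosynthesis, anther and tapetum, circadian clock, terpenoid synthesis and phospholipid metabolism genes. A list of 31 hypoxia genes was made after the values were seen. Genes were named if the paper names them for this experiment, if they were members of a list called against GR-LhG4, or if they were among the 5 largest changes up at a time point. The rule also took the 5 largest changes down against GR-LhG4 and the 3 largest down in the other comparisons. The paper's Supplementary Tables 1 to 4 had been seen when that rule was written, and other genes named were chosen after their values were seen. Some tests in the closing section were changed after a first result had been seen, as stated there. Alternatives were a stricter adjusted p, a stricter fold, a minimum mean count, calls against both controls, calls without genes changed by GR-LhG4, protein-coding genes alone, leaving out each time point, other cell lists and other distances. Supplementary tables available only in part were not used, and the RNA-Seq of sorted cells entered only through the paper's lists.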

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

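The tests of genes called throughout and of the hypoxia genes, and the share of GR-LhG4-activated genes that were higher, were chosen after the result was seen. The hypoxia tests replaced a first version that was circular, and the share was redefined after its first value. The condition that MIR165A itself differ between 4 and 16 h was added to the test of late folds after its result, and changed its reading from fitting to undecided.

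MIR165A changed between time points, by 0.99 on the log2 scale from 4 to 8 h, and ATHB15 by -0.31 from 8 to 16 h, each past a two-sided Wald test of the difference on the authors' standard errors. No pair of time points passed that test in the other 16 genes called throughout.

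A pattern of its own is the set of 18 genes called at all 4 time points, of which 9 are not protein-coding. Whether they reflect a sequence or epigenetic variant between the transgenic lines, independent of miR165a, is not decided. Of the 16 without MIR165A and ATHB15, 0 had an absolute fold larger at 16 h than at 4 h past the adjusted Wald test, but MIR165A itself did not pass it either and the genes were chosen for a fold at 4 h. Their clustering (one-sided permutation p = 0.0048) is consistent with linked segments that differ between the lines, though it did not pass with 500 kb windows (permutation p = 0.0572), at a fold of 1.5 (0.109) or among protein-coding genes alone (1.0). Reads shared by overlap within the 18 are argued against for most of them, since 16 of 18 overlap none of the others. Overlap with genes outside the 18 and reads shared with similar sequences elsewhere were not examined. A lasting response to miR165a present by 4 h stays open. All 18 were in the earlier study's list. The paper's discussion says that both studies used the same transgenic lines, while its methods say that they were made for this study. If the lines are the same, a difference fixed in a line would recur.

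A further 11 genes activated by GR-LhG4 were also up in the miR165a line over GR-LhG4 at the same time point, an overlap the paper does not discuss, though it names AST91, GA3OX1 and WOX14. Higher GR-LhG4 activity in the miR165a line may contribute. Over genes raised by GR-LhG4 at that time point and at another, 121 of 194 values (62.4%) were higher, counting genes not listed for miR165a as not higher, while the first count took 121 of the 174 with a value. Choosing by the same time point tends to lower this share. A single factor of activity for all targets would put no gene far below, and 12 of the 174 with a value (6.90%) lay below 0 by more than 2 standard errors, among them RLP33. The share higher was 33.3% at 4 h and 82.1% at 16 h, beyond opposite bounds, and 10.3% of those with a value lay that far below at 4 h, so the pooled shares mix time points that differ. Pooled, neither bound set for these tests was reached, so activity and added responses to miR165a cannot be told apart.

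Outside the genes the paper names, 8 hypoxia genes of a list made after the values were seen were up in GR-LhG4 over ap1cal at 12 h, namely HRA1, SAD6, LBD41, AT1G33055, AT4G10265, AT4G10270, AT4G24110 and AT4G33560. Of the 10 hypoxia genes down at 12 h in the miR165a line over GR-LhG4, 7 are among these, and 0 were called down over ap1cal. For the 7 the calculated fold over ap1cal lay between -0.29 and -0.15. Folds add across comparisons, so for these 7 the count of 0 follows from the other folds and is no separate support. A shift of the 12 h GR-LhG4 libraries alone may contribute to these 7 genes, though the same libraries enter both comparisons. PCO2, AT3G27220 and AT3G29970 stay open. Activation of these genes by GR-LhG4 itself would call them at other time points too, and 0 were called at 4, 8 or 16 h, but an effect under the listing threshold cannot be excluded. No batch or date of the libraries is known here.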

How the results depend on the processing

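All alternatives reported here were planned. No paired analysis was possible because the tables hold no values per library, and for the same reason another tool and leaving out replicates were not run. Of 282 alternative values, 218 stayed the same, 12 became weaker, 46 moved and 6 reversed. An adjusted p of at most 0.01 could move none of its 53 values, since the largest adjusted p in the tables is 4.78e-06. The cause was not tested where the alternative does not show it by leaving fewer genes. With an absolute log2 fold change of at least 1.5, miR165a over GR-LhG4 kept 3, 10, 7 and 10 calls up and 7, 7, 14 and 15 down at 4, 8, 12 and 16 h. Over ap1cal it kept 26, 32, 47 and 73 up and 7, 7, 10 and 15 down. GR-LhG4 over ap1cal kept 20, 19, 22 and 25 up and 0 down, and 18, 17, 18 and 22 up-calls were shared. Genes called throughout were 3 up and 5 down with 1 close pair (permutation p = 0.109, not passing), and HD-ZIPIII and LITTLE ZIPPER calls were 5. The cell-type difference reversed to -26.7 points in the epidermis at 12 h and -17.1 over all time points, and below it to -33.3, -50.0 and -14.3 at 8, 12 and 16 h, with 3.33 over all. The reversed values rest on 4 to 12 genes each (exact tests, adjusted p = 1.0), so no change of direction is shown. Shares with the earlier study became 50.0% up and 100.0% down at 8 h and 93.3% down at 16 h. With a mean count of at least 50, calls up at 8 h were 33, GR-LhG4 calls down at 8 h 0, and HD-ZIPIII and LITTLE ZIPPER calls 7. The cell-type difference was then 27.7 in the epidermis and 24.3 below it, no longer passing, and -3.64 below it at 8 h. Called in the same direction against both controls were 18 down at 4 h, 25 up and 20 down at 8 h, 34 up and 21 down at 12 h and 43 down at 16 h, with 36.3 (36.25) points in the epidermis, a larger difference on fewer genes that no longer passed. Protein-coding genes alone left 4 up at 4 h, 0 GR-LhG4 calls down at 4 h, and 2 up and 7 down throughout with 0 close pairs (permutation p = 1.0, not passing). Cells compared with both references gave 21.3 points in the epidermis, 22.2 below it and 25.0 there at 16 h, none passing. Without the 16 h time point the differences were 21.0 and 15.3, not passing. Starts within 500 kb gave 4 pairs, not passing. No value could be had for cell types at 4 h, for the epidermis at 8 h at the stricter fold, or below it at 8 h against both references.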

Differences from the paper's values

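For this experiment no count or log2 fold change in the paper's text or Supplementary Table 1 differed beyond the last digit printed. Folds of miR165a read from the paper's figure were 7.6, 15, 11 and 9.4 at 4, 8, 12 and 16 h. Those here were higher at each time point, at 9.69, 19.2, 14.2 and 12.0, and the cause was not tested. This offset lay within the bounds set. Shared with the earlier induction study were 46.1% of calls at 8 and 16 h, where the paper gives around 50%. The following statements differ in part.

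The paper states that ZPR genes fell only at 12 and 16 h. ZPR3 was called at 8 h against GR-LhG4 with -1.43, and ZPR1, ZPR2 and ZPR3 at 8 h against ap1cal, while none was called at 4 h.

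The paper states, without splitting by layer, that most genes up with miR165a are higher in miR165a cells and most genes down are lower there. In the epidermis 40 of 48 genes up were higher and 17 of 36 genes down were lower. Below it 23 of 49 genes up were higher and 43 of 51 genes down were lower. With the counts of both layers added, most genes up were higher and most genes down lower. The difference from the paper therefore lies in the split by layer. Without genes called in GR-LhG4 against ap1cal, 17 genes down were lower and 14 higher in the epidermis, a majority. Below it 21 genes up were then higher and 23 lower. In the statement on genes up in both respects, MIR165A and GA3OX1 are named, and in that on genes down MNP, and none of these was in the cell-type lists of Supplementary Tables 9 and 10.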

Other observations

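All tests of these values are reported above, and the genes here outside the lists were chosen after their values were seen. Beyond the genes the paper names, the class I homeobox genes HB21 and HB53 rose at 12 h against GR-LhG4, with 1.27 and 1.14 in the authors' deposited table, and HB40 by 1.05, in whose case the GR-LhG4 line was lower than ap1cal. At 8 h the NF-Y subunit genes NF-YA2, NF-YA3 and NF-YA6 rose by 1.10, 1.04 and 1.18. The CCCH zinc finger gene AT3G51180 was raised at every time point. PHO1, which exports phosphate, rose by 1.53 at 12 h and 1.69 at 16 h, although it is in the lists of genes lower in miR165a cells of both layers, as is ABCG21. In the epidermis both are listed as lower against gap cells alone.

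AGL71 was called against ap1cal at all 4 time points, with 1.47, 1.41, 1.72 and 1.62, and against GR-LhG4 at 12 and 16 h. CPS changed by -1.17 at 16 h against ap1cal in the authors' deposited table and was not called against GR-LhG4.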
